# Whole-blood RNA biomarkers for predicting survival in non-human primates following thoracic radiation

**DOI:** 10.1038/s41598-024-72975-y

**Published:** 2024-10-03

**Authors:** Molykutty J. Aryankalayil, Haaris Patel, Jared M. May, Uma Shankavaram, Michelle A. Bylicky, Shannon Martello, Sunita Chopra, Jim Axtelle, Naresh Menon, C. Norman Coleman

**Keywords:** Non-human primate, Radiation, Radiation bio-dosimetry, Lung radiation, Biomarkers, Respiratory signs and symptoms

## Abstract

Radiation injury, either from radiotherapy or a mass-casualty event requires a health care system that can efficiently allocate resources to patients. We conducted a comprehensive transcriptome analysis of whole blood from a nonhuman primate model that received upper thoracic radiation (9.8–10.7 Gy). Blood samples were collected at multiple time points, extending up to 270 days post-irradiation with a minimum *n* = 6 for initial time points (Day 3-Day 40) and a total number of *n* = 28 primates. No males receiving the higher dose survived to Day 270. Using the Elastic Net model in R we found that pooling biomarkers from Day 3–21 increased our accuracy in discerning survival time, pleural effusion or dose compared to using biomarkers specific to a single day. For survival data, in predicting short term (less than 90 day), medium term (Day 91–269) or long-term survival (Day 270), prediction accuracy using only Day 3 data was 0.14 (95% Confidence Interval (CI) 0.1, 0.19) while pooled data for Male and Female was 0.76 (CI 0.69, 0.82). When pooled data was divided by biological sex, accuracy was 0.7 (CI 0.58, 0.8) for pooled data from Males and 0.84 (CI 0.76, 0.91) for Females. The development of RNA biomarkers as a tool to aid in clinical decision-making could significantly improve patient care in cases of radiation injury, whether from radiotherapy or mass-casualty events. Further validation and clinical translation of these findings could lead to improved patient care and management strategies in cases of radiation exposure.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-024-72975-y.

## Introduction

Radiation exposure, either in the small-scale instance of a patient receiving radiotherapy or in a large-scale nuclear disaster, causes damage to normal tissue. Ionizing radiation can pose significant dangers, both in the short-term including acute radiation syndrome (ARS) as well as long-term health effects including increased cancer risk, and the potential for genetic mutations, and organ dysfunction^1,2^. Swiftly assessing the extent of this damage can mitigate long-term dysfunction and efficiently allocate vital medical resources, which will improve patient care and survival^1^. Therefore, the development and utilization of efficient biomarkers are invaluable tools in facilitating swift and accurate diagnoses, ultimately enhancing patient outcomes and preparedness for radiation-related health challenges.

The lungs play a crucial role as a dose-limiting organ in cases of radiation exposure, in nuclear events or radiotherapy, where radiation-induced lung damage significantly influences survival prediction^3–6^. Clinical symptoms of radiation induced lung injury (RILI) and radiation induced pulmonary fibrosis (RIPF) may develop months after radiation therapy in cancer survivors^7^. However, pathogenesis begins in the hours and days after radiation exposure with upregulation of pro-inflammatory cytokines and chemokines from damaged and dying endothelial and epithelial cells, proliferation of fibroblasts and subsequent differentiation into myofibroblasts, and changes to the extracellular matrix^8,9^. The death of endothelial cells leads to occluded blood vessels and vascular damage that result in reduced lung capacity and hypoxia that can lead to respiratory failure and death^10^. While new treatment options such as the immunomodulator Pentoxifylline and the reactive oxygen species scavenger Amifostine have been suggested, the current standard of care is corticosteroid treatment to control symptoms^11^. No methods are currently available which would reverse pulmonary fibrosis, instead research may need to focus on early diagnosis and prevention. Developing effective biomarkers for this purpose could significantly enhance our ability to manage and treat radiation-related lung injuries, ultimately improving patient care and survival in both clinical and nuclear event scenarios.

The current widely accepted method for measuring biological dosimetry typically involves evaluating dicentric chromosome formation in peripheral blood lymphocytes, a time-consuming effort that takes multiple days to process^12^. In mass radiation exposure events, factors like varying dose, multiple exposures, distance from the epicenter, and partial vs. total body exposure complicate the precise determination of physical dose^2^. Because of its accessibility and the wealth of information it contains, whole blood RNA analysis has been used as a diagnostic and prediction tool for diverse human health conditions from cancer to COVID19^13,14^. Studies have shown that exposure to ionizing radiation leads to dose-dependent changes in mRNA expression within whole blood, with certain genes becoming upregulated or downregulated in response to radiation dose^15^. These changes offer valuable insights into the severity of radiation exposure and can serve as potential biomarkers for estimating dose levels. Understanding the dose-dependent mRNA expression profile in whole blood has critical clinical implications, particularly in radiation bio-dosimetry and guiding medical interventions in radiological events^15,16^. Moreover, gene expression studies may enable the development of targeted treatment strategies to mitigate the lasting health impacts of radiation exposure, enhancing public safety, and preparedness for such catastrophic scenarios.

Non-human primate (NHP) models, particularly Macaca mulatta (rhesus macaques), offer significant advantages over small animal models in mirroring human physiology, size, and longevity^17^. They are closest to humans on the evolutionary scale sharing 99.5% sequence similarity in the genome, making M. mulatta a relevant model for molecular and cytogenetic analyses, especially in immune response and signal transduction^18,19^. This emphasizes the NHP, particularly M. mulatta, as a crucial model for advancing our understanding of radiation effects and their potential implications for human health. The doses chosen for this study (9.8, 10.7 Gy) were estimations of the lethal dose to 20% of the population within 180 days of exposure (LD_20/180_) and the LD_75/180_ for upper thoracic radiation^20^. We have previously published on miRNA expression in non-human primate serum and its relationship to clinical findings and cause of death^20^. Work from our lab and others highlights changes in miRNA expression in serum of NHPs after radiation injury, though variability is observed due to underlying genetic differences among individuals^21–23^.

Due to the statistical difficulties associated with analyzing this multitude of time points, some of which contained *n* = 1, we divided the time points into groups. We divided our survival time points into three periods: Day 3–90 (short term), Day 91-Day 269 (medium) and Day 270 (long term) which was when animals were euthanized. Males in the higher dose group died rapidly between Day 60 and Day 90, dropping from 5 animals to 1 survivor. In contrast, lower dose males showed the most precipitous drop in survival between Day 120 and Day 150, dropping from 6 animals to 3, 2 survived until the end of the study. In the higher dose females, 3 out of 6 died between Day 90 and Day 120, while 3 of 6 females who received the lower dose survived until the end of the study. For three of the four study groups, death was not observed until after Day 90.

We obtained blood for 24 time points (Supp Table S1). 

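Whole blood was drawn from 28 rhesus macaques (Macaca mulatta), 14 females and 14 males, before and after irradiation of the upper thorax, and the RNA was sequenced after removal of ribosomal RNA. Counts were analysed for 304 samples, of which 24 were control samples drawn 2 days before irradiation. The lower dose (LD) group had 12 animals and 151 irradiated samples, and the higher dose (HD) group had 16 animals and 129 irradiated samples. The methods and the sample labels give these doses as 9.8 and 10.7 Gy, which are used here, and the results text gives 9.7 and 10.6 Gy. A control sample was at hand for 24 of the 28 animals. There were 132 samples at early time points (Day 3 to 21, 28 animals), 95 at medium time points (after Day 21 to Day 90, 28 animals) and 53 at late time points (after Day 90, 16 animals). The number of reads counted on genes ranged from 2840219 to 23638161 per sample, with a median of 8227563. The median was 11697186 in control samples (range 6676757 to 14609879), 11789708 at early time points (3743652 to 23638161), 6905391 at medium time points (3888127 to 16238083) and 6935207 at late time points (2840219 to 10371810). Library names in Supp Table S1 carry numbers that fall into 3 ranges, called library series A, B and C here, and the paper's text does not say what these numbers mean. Of the control samples, 20 belonged to series A and 4 to series C. At early time points 100 samples were of series A, 8 of series B and 24 of series C. At medium and late time points every sample was of series B (19 and 7 samples) or series C (76 and 46 samples). For 20 of the 24 animals with a control, every sample at medium time points came from another series than the control, and this held for 13 of 14 animals at late time points. The median count per sample was 12313370 in series A, 7104570 in series B and 6904804 in series C. Summed over 9 genes of the Y chromosome, expression was at most 5.89 CPM (the scaled counts of edgeR) in samples of females and at least 233 CPM in samples of males.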

All animals survived until Day 46^20^. Our goal in this study was to determine a biomarker panel that would help medical personnel triage patients after a mass-casualty event. To this end we tested whether a civilian could arrive at the hospital on a single day and be sorted into a treatment group or if multiple blood draws to determine patient care would be necessary. We also acknowledge that after a mass casualty-event it may take days to weeks to discover and test exposed civilians, so we used a wide time period (Day 3–21) in the hopes of presenting data in the context of potential real-world limitations.

## Results

### Radiation induces gene expression changes that impact immune response and cell survival

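The authors aligned the paired reads to the rhesus macaque genome assembly Mmul_10 and counted them on its RefSeq genes. The deposited counts cover 21070 genes and are not normalized. Genes with at least 3 counts in at least 80% of the 304 samples were tested, as in the paper's methods, which left 13751 genes. Library sizes were scaled by the upper quartile method, which the paper also used. Each irradiated group was compared with control by edgeR's quasi-likelihood test with the animal as a block, so that each animal was set against its own control. A gene was counted as changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. For comparisons over several days the counts of an animal were summed, so that repeated draws of 1 animal were 1 replicate. The paper used Student's test with Benjamini-Hochberg adjustment and Dunnett's test, and also describes conditional quantile normalization for GC content. In the second deposited table, which holds log2 values of 16730 genes, a value depends only on the count and on the upper quartile of its sample, so no correction for GC content is contained in it.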

In Fig. 1A, the heatmap illustrates the alterations of gene expression changes (*p* ≤ 0.05) in whole blood of nonhuman primates over both pre (day − 2) and post radiation exposure time. The heatmap (Fig. 1A) emphasizes distinct patterns of upregulation (red) and downregulation (blue), while yellow indicates a non-significant change. Lower dose (LD, 9.7 Gy) and higher dose (HD, 10.6 Gy) samples were combined and compared to control (-2 day) samples to determine if RNA signatures could be found which differentiated irradiated animals vs. non-irradiated animals at early time points (< 21 days), medium time points (21 < 90 days) and late time points (> 90 days) (Fig. 1B). Data is shown as principal component analysis (PCA) and is used to vitalize the differences among the groups that are made up of samples taken at different time points after radiation or samples from animals that have not yet been irradiated (green). These groups include data from animals prior to radiation (green), samples from animals between 3 and 21 days after radiation (red), samples from animals between 21 and 90 days (brown) after radiation and data from animals 90 days after radiation (dark blue). This separation was chosen based on initial analysis of data where we observed distinct differences in gene expression clusters at these time points. We observed a strong treatment effect based on these gene expression clusters which were evident and could separate unirradiated samples (green) from all irradiated samples. 

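In a principal component analysis of log2 CPM over the tested genes and 304 samples, the first component held 21.9% of the variance, the second 9.30% and the third 8.02%. On the first component the mean was -20.01 ± 20.95 (SD, n = 24 samples) for control, -15.15 ± 16.45 (n = 132) at early time points, 1.05 ± 29.61 (n = 95) at medium time points and 44.92 ± 40.70 (n = 53) at late time points. On the second component the means of control and early samples were 16.19 ± 20.90 and -4.70 ± 16.99. A permutational analysis of Euclidean distances, permuting samples within animals, gave the 4 groups a share of 13.3% of the variation (p = 1e-04, the smallest p that the permutations drawn can give). With the deposited log2 values this share was 10.5%. Set against all irradiated samples together, control took a share of 1.91% (permutation p = 1e-04). The share was 5.29% for control against early, 3.64% against medium and 15.9% against late time points, each with the smallest p. Within library series C, which held samples of all 4 groups, the groups took 12.9%, and control against all irradiated samples took 1.60% (permutation p = 0.00730). In that series the 4 control samples differed from early (permutation p = 0.00900) and medium samples (permutation p = 0.00640). Against late samples control took 8.16% in that series (permutation p = 0.502), but only 1 animal had both, so permuting within animals could not give a small p. Library series took 5.12% of the variation among control and early samples. From the separation in Fig. 1B, a principal component analysis among groups, the paper states that these clusters could separate unirradiated from irradiated samples. The shares given here are taken over all tested genes and do not measure that separation.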

We also observed clusters at distinct time points indicating that gene expression did not remain static after exposure. 

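Among the irradiated samples alone, the early, medium and late groups took 12.2% of the variation in log2 CPM (permutation p = 1e-04), and 11.6% within the 146 irradiated samples of library series C. The number of genes changed from control was 1036 at early time points (24 animals), 791 at medium time points (24 animals) and 4467 at late time points (14 animals). Early changes were 796 genes higher and 240 lower, and medium changes were 616 higher and 175 lower. Late changes were 1919 higher and 2548 lower, with a median log2 fold change of -0.13 over all tested genes. This median was -0.03 with TMM scaling and -0.01 with the size factors of DESeq2. The late split moved with it, to 2270 higher and 1887 lower with TMM, and to 2434 higher and 1784 lower by DESeq2. At early time points the setting that moved the count most was no filter on low counts, with 1495 genes. At medium time points 1181 genes changed in the 4 animals whose samples were all of 1 library series, and 761 in the other animals. Draws of 4 of the other animals gave a median of 5.5 genes (range 0 to 2070, 20 draws). The 4 animals of 1 series had all received the higher dose, so these counts do not separate series from dose or from the choice of animals. At late time points only 1 animal stayed in 1 series. In a fit over all samples with series as a covariate 4921 genes changed, but that fit counted repeated draws of an animal as replicates.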

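Each of the 15 sampling days with at least 6 animals was compared with the same animals' control samples. The number of changed genes was 1583 on Day 3, 1584 on Day 6, 1042 on Day 9, 826 on Day 15 and 1427 on Day 21, each in 24 animals. It was 811 on Day 30 and 951 on Day 40 (24 animals), 581 on Day 60 (21 animals) and 971 on Day 90 (15 animals). It was 4368 on Day 120 (12 animals), 4325 on Day 150 (9 animals), 2567 on Day 180, 4096 on Day 210, 930 on Day 240 and 1 on Day 270, with 6 animals on each of the last 4 days. By DESeq2 2189 genes changed on Day 240 and 2344 on Day 270, and at an unadjusted p these counts were 2938 and 3540. In 1 fit over all samples with library series as a covariate they were 3443 and 4438. That fit took its spread from the draws of all days, with each draw as a replicate. In the 6 animals followed to Day 270 alone, 549 genes changed on Day 9 and 2464 on Day 120. A total of 8508 genes changed on at least 1 day, of which 2635 changed on 1 day only and 9 on 14 days. With only animals whose sample and control belonged to 1 library series, which allowed a fit on 7 of these days, 3989 genes changed on at least 1 day.

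**Figure D1:**
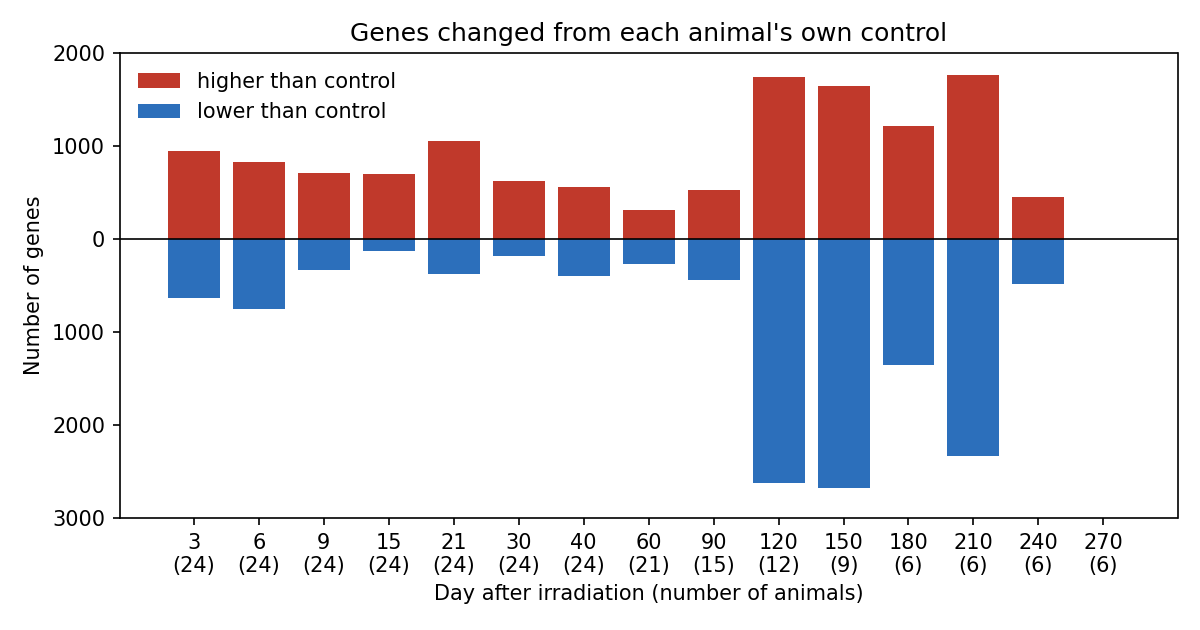
Number of genes changed from each animal's own control by edgeR (y axis) on days after irradiation (x axis, number of animals in parentheses). Bars above 0 count genes higher than control and bars below 0 genes lower than control, with 4368 genes in all on Day 120 and 1 on Day 270.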

In total 6882 genes were significantly altered between radiation and control samples for at least one time point. Notably, each primate acted as its own control. Each treatment was compared to the mean of their time point. 

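At early time points the largest increases among genes that moved the same way in nearly every animal were in the hemoglobin genes HBA (chromosome 20, 190724 to 191412 on Mmul_10) and HBB (chromosome 14, 63067679 to 63069138) and in the histone deacetylase gene HDAC11 (chromosome 2, 144875316 to 144903615). HBA rose from 24.0 ± 18.6 to 140.4 ± 84.3 CPM (SD, n = 24 animals), a log2 fold change of 2.66 (standard error 0.16, adjusted p = 2.69e-13 by edgeR's quasi-likelihood test), higher in 24 of 24 animals. Reads of HBA could be shared with near-identical copies, so its level is uncertain. The share of counts on HBB, with HBA1 where counted and without HBA, also followed library series. Its median at early time points was 0.0562% in series A, 0.251% in B and 0.0036% in C. In control samples it was 0.0128% in series A and 0.0018% in C. It was higher than control within series A and within C, but the size of the hemoglobin increases may include the change of series. HDAC11 had a log2 fold change of 2.05 (standard error 0.16, adjusted p = 1.94e-11), higher in 24 of 24 animals. The largest decreases were in DENND2A (-1.44, lower in 24 of 24 animals), WNT7B (-1.36, 23 of 24) and SOX5 (-1.31, 24 of 24). At medium time points CSTA rose from 0.921 ± 0.581 to 4.38 ± 2.36 CPM (SD, n = 24 animals), a log2 fold change of 2.17 (standard error 0.21, adjusted p = 1.25e-08 by edgeR). SUCNR1 had a log2 fold change of 1.98 and PMP22 of 1.47, each higher in 24 of 24 animals. DENND2A (-1.12), PTPRF (-1.01) and PCDHGC3 (-0.97) had the largest decreases, and PCDHGC3 shares exons with related genes. At late time points CLEC4D had a log2 fold change of 3.88 (standard error 0.59, adjusted p = 4.69e-05 by edgeR), higher in 13 of 14 animals. IL1RL1 rose from 7.04 ± 5.54 to 206 ± 235 CPM (SD, n = 14 animals), with a log2 fold change of 3.86, and CSTA had one of 3.35, both higher in 14 of 14 animals. CCDC141 (-2.78, lower in 13 of 14 animals), the B cell receptor gene CD79B (-2.52, 14 of 14) and DENND2A (-2.45, 14 of 14) had the largest decreases.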

Gene Ontology (GO) enrichment analysis indicated that these gene expression changes altered diverse biological processes varying from early, medium, and late time points. These processes included B cell activation, erythrocyte homeostasis and differentiation at early and late time points (Fig. 1C). 

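Gene lists written by hand before the data were examined stood in for the Gene Ontology terms. The tests of these lists look for a shift in a common direction, whereas the paper's enrichment was made on its significant genes. The 23 tested B cell genes had a median log2 fold change of -0.87 at early time points, with 0 higher and 18 lower past the threshold (adjusted p = 9.84e-16 by limma's camera with a preset correlation between genes of 0.01). The median was -0.33 at medium time points, with 0 higher and 6 lower (adjusted p = 1.25e-06), and -1.67 at late time points, with 0 higher and 20 lower (adjusted p = 2.3e-13). At early time points FCRLA (chromosome 1, 89281207 to 89288914) had a log2 fold change of -1.27 (standard error 0.09) and CD22 (chromosome 19, 34758258 to 34781500) of -1.12 (standard error 0.10), each lower in 24 of 24 animals. At late time points CD79B fell from 207 ± 84.3 to 36.5 ± 12.6 CPM (SD, n = 14 animals), and CD22 had a log2 fold change of -2.19, lower in 14 of 14 animals. The 21 tested erythroid genes had a median of 1.45 at early time points, with 18 higher and 0 lower (adjusted p = 6.75e-22 by camera). It was 0.70 at medium time points, with 13 higher and 0 lower (adjusted p = 3.52e-07), and 0.70 at late time points, with 9 higher and 1 lower (adjusted p = 0.000644). At early time points HBB rose from 119 ± 93.9 to 648 ± 386 CPM (SD, n = 24 animals), SELENBP1 had a log2 fold change of 1.97 and KLF1, an erythroid transcription factor, of 1.90, each higher in 24 of 24 animals. By limma's fry the B cell changes held in all 3 groups (adjusted p 7.24e-10, 3.25e-05 and 7.04e-08 from early to late), and the erythroid change held at early (1.62e-11) and medium (0.00329) but not at late time points (0.0644). With a correlation between genes estimated from the data, camera called the erythroid list at early time points (adjusted p = 0.0215) and did not call the B cell list at early, medium or late time points (0.0738, 0.463 and 0.209). The paper states that these processes were altered at early and late time points.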

Bone mineralization, ossification and biomineral tissue development occurred at medium and late time points. In addition, more pathway relevant to immune response including cytokine production, myeloid leukocyte activation, and positive regulation of cell and leukocyte activation occurred at medium and late time points.

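Of 20 genes written by hand for ossification and bone mineralization, 12 had enough counts in blood to be tested. Their median log2 fold change was 0.11 at medium time points, with 1 higher and 0 lower past the threshold, and 0.15 at late time points, with 4 higher and 1 lower. Neither change was called by limma's camera (adjusted p = 0.587 and 0.492) or by fry (0.605 and 0.305). Genes that move in opposite directions offset each other in these tests, so they do not repeat the paper's enrichment. At early time points the median was 0.19, with 1 higher and 1 lower, which fry called (adjusted p = 2.07e-05) and camera did not (0.213).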

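The 28 myeloid activation genes had a median log2 fold change of 0.25 at early time points, with 4 higher and 0 lower past the threshold (adjusted p = 7.76e-06 by limma's camera). It was 0.47 at medium time points, with 9 higher and 0 lower (adjusted p = 8.83e-10), and 1.17 at late time points, with 20 higher and 1 lower (adjusted p = 1.23e-10). By fry the adjusted p was 0.000191, 3.64e-06 and 6.36e-05 from early to late, and by camera with an estimated correlation it was 0.203, 0.243 and 0.209. The 25 leukocyte migration genes had a median of 0.01 at medium time points (adjusted p = 0.455 by camera) and of -0.02 at late time points, where the mean was 0.21 and 7 higher and 4 lower were past the threshold. At late time points camera did not call this list (adjusted p = 0.166), and fry did (0.049).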

**Fig. 1:**
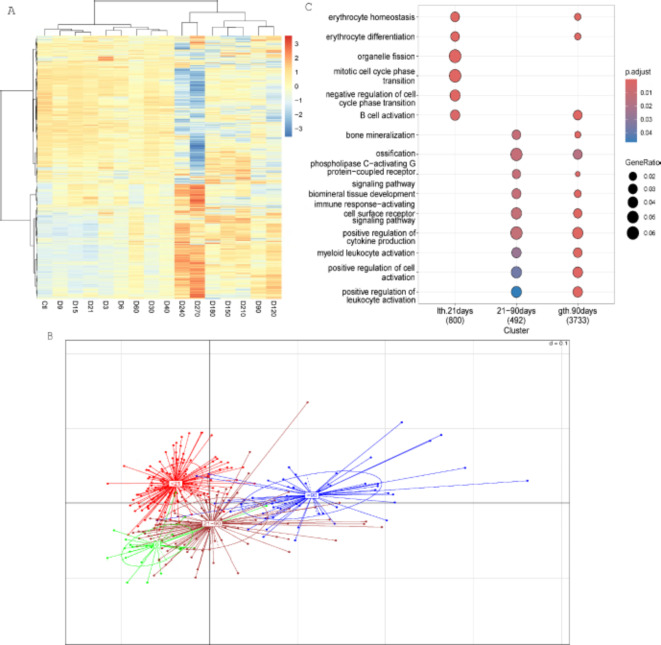
Time course analysis of radiation treated samples. Significant genes (p-value < = 0.05; fold change = > 1.5) were estimated between untreated control and radiation (LD and HD) treated samples. (**A**) Hierarchical cluster analysis with Euclidean distance measure showing log2 transformed normalized data. Mean of the replicate samples was used to represent each time point. Colors represent genes that are up regulated (red) and down regulated with (blue). The legend bar shows the range of the relative intensity data with color scale. Samples were grouped into low (< 21days), medium (21–90 days) and high (> 90days). (**B**) Among groups PCA analysis shows how well the treatment groups separate. The groups are shown as ellipse with colors red (< 21 days), brown (21–90 days), dark blue (> 90 days), and green (untreated control). Each line radiating from the center of the ellipse represents the samples in that group. (**C**) using Enrich GO we compare clusters from clusterProfiler package across the grouped time points. Categories with p-value < 0.05 were chosen for dot plot. The dots are color coded by p-value intensity and the size represent the gene ratio as described in methods. The number in parenthesis under each group label represent number of genes in each group. The abbreviations used in the figure are (lth = less than; gth = greater than).

### mRNA signatures can predict dose received, survival and pleural effusion

Our goal was to determine if we could use mRNA alterations after radiation exposure based on significantly altered genes on each separate day (Day 3, 6, 9, 15, or 21) or if altered genes which were pooled across all days (Day 3–21) would produce the most accurate prediction for dose estimation, survival likelihood, and pleural effusion manifestation. An Elastic Net supervised model was used to select the most important mRNA for each day or pooled days. To display the selected genes in a more meaningful way and to prioritize the important genes, we used Recursive partition tree model. For Dose, data was divided into control (pre-irradiation blood samples, *n* = 24), lower dose and higher dose animals. For Survival, animals were divided into short term survival (survivial ≤ 90 days), medium term survival (91 ≤ survival ≤ 269 days) and long term survival (270 days). 

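The last blood draw of each animal, which can precede its death, stood in for its survival time. Of the 8 HD males 7 were short term and 1 medium term, and of the 6 LD males 4 were medium term and 2 long term. Of the 8 HD females 4 were short term, 3 medium term and 1 long term, and of the 6 LD females 3 were medium term and 3 long term. All short term animals had received the higher dose. The HD male last drawn on Day 90, on the border of the short and medium classes, was placed in the medium class, which gives the group totals of Fig. 4A.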

Pleural effusion (PE) referred to animals that displayed pleural effusions at any point during necropsy, or non-pleural effusion (NPE), animals who never showed mainifestations of pleural effusion during necropsy.The first recorded death and necropsy occurred on Day 46 in a higher dose male^20^. For survival and pleural effusions the groupings were changed to avoid an unbalanced model. The accuracies and 95% confidence intervals, p-values and important mRNA are shown in Table 1 for Day 3, 6, 9, 15, 21 or pooled data. In addition, we sought to understand how biological sex could impact survival and pleural effusion manifestation and have included pooled data based on biological sex as well.

**Table 1:** Important RNA for predictions of dose, survival and pleural effusion.

Time	Model	Elastic net accuracy (confidence interval)	Elastic net accuracy pvalue	Important RNAs (rank)
Day3	Dose (Ctrl, LD, HD)	0.29 (0.24, 0.35)	1.00E+00	CD300H (23), BLNK (12), ASAH1 (2.1), CALD1 (5.2), CDKN1A (5), CISH (1), CTSB (8.2), RYR1 (14), SLC35E1 (16), AP2S1 (3.2),SLC9A3R2 (3.5), SUCNR1 2.9, TTC8 (2.9), C1QA (1.7), MRC1 (0.9), NDRG2 (0.83), TST (0.89)
Day6		0.4 (0.34, 0.46)	1.00E+00	PLXNA2 (36), LPL (5.1), C1QB (10), C1QC (5), NRDE2(10), HVCN1 (14), PDCD1LG2 (20), ANKRD23 (3.5), AP2S1 (3.5), BRIP1 (3.1), DGKD (0.8), ESRP2 (0.69), FCRL4 (0.92), RAB10 (4.8), RABEP2 (5.7), SOCS2 (3.2), TVP23A (4.7)
Day9		0.38 (0.33, 0.44)	1.00E+00	ADORA2A (0.83), BAP1 (2.6), CCDC130 (2.3), CRY2 (11), CDC27 (0.88), CTDSP1 (4.9), ZNF263 (8.6), CD79A (16), FOXN2 (12), LOC719351 (13), JUN (4.7), GNG7 (0.85), PIGT (3.1), HNRNPA0 (0.76), METTL4 (2.8), RAD23B (2.2), SKIV2L (0.84), TRAM1 (0.81), VPS4A (0.88)
Day 15		0.29 (0.24, 0.35)	1.00E+00	CD79A (13), ACTR3 (0.89), CIAO1 (3), DCAF1 (0.81), DCHS2 (23), IFIT1 (12), KCNH3 (14), SEL1L (7.3), SKIV2L (6.5), SLC48A1 (6.6), SUSD3 (0.85), TMED7 (0.95), UBAC1 (5.2) ALAS2 (9.3), GOLGA5 (4.5), GPX (5.5), MTG2 (4.2), NUDT4 (2.8), PRSS8 (7), RNF115 (4.9), SCYL2 (4.3)
Day 21		0.28 (0.22, 0.33)	1.00E+00	BIN2 (11), C6H5orf52 (3.2), CBX7 (6), CISD2 (5.1), DCAF12 (0.89), DOK1 (3.2), DCUN1D1(3.4), HNRNPAO1 ( IFT172, METTL23 (8.6), NUDCD3 (17), IST1 (4.3), KHDC4 (6.9), R3HDM4 (3.9), RNF115 (0.95), RPS17 (2.1), SAFB (3.4), SPRA (1), VPS72 (7.3)
Pool (day 3-21)		0.77 (0.7, 0.83)	4.20E–29	PLXNA2 (18), ARID5B (1.5), BCL6B (2), CBFA2T3 (1.9) ABLIM1 (3.9), ACKR3 (1.8), EDNRB (22), KLF4 (4.3), LOC106995452 (16), NUDCD3 (20), NUDT4 (3.8), VASH1 (4.1)
Day3	Survival (Ctrl, short term, medium term, long term)	0.14 (0.1, 0.19)	1.00E+00	C1QB (7.5), C1QA (0.96), BAX (3.2), GUCY1B1 (6.6),HTR7 (10), CD68 (0.95), CDKN1A (0.76), C1QC (0.95), KLF4 (6.8), EDA2R (4.1), GNA15 (4.8), LPL (0.79), NPC2 (4.9), NR2C2 (0.86), SELENOP (0.77), TIMP1 (2.2)
Day6		0.32 (0.27, 0.38)	1.00E+00	ABCB1 (6), ARL10 (5.6), ASAH1 (0.89), CKAP2 (7.2), CRY2 (9.5), DCK (0.86), DNAJC6 (0.73), DTL (2), EIF1 (11), FAM219B (9.1), GNA15 (1.9), LOC703641 (12), MZF1 (2.4), NUDT4 (6.1), PUS3 (4.7) TYMS (8.7), JADE2 (12), RNF41 (0.74), UBAC1 (0.74)
Day9		0.38 (0.33, 0.44)	9.90E–01	JADE2 (12),NOP56, PROM2 (12), RBM23(13), ZHX2 (9), AAS (0.89), AGFG1 (0.79), BRCA2 (2.8), CALR (0.8), CRTC2 (0.8), TLR9 (0.72), TRAM1 (0.9), LOC704951 (3.9), MFSD14B (0.88), NOP56 (9.8), RAD23B (0.8), RFK (0.78), RIC8A (3.8), RXRB (0.8), SKIV2L (2.9), SLC2A2 (0.86), STK11IP (2.2), VPS4A (2.2)
Day 15		0.29 (0.23, 0.34)	1.00E+00	SCYL2 (8),UBE2O (8), VWA1 (9.5), BCL2L1 (7.9), DCAF6 (1.5), EIF2AK1 (3.7), FTL (0.59), GPX4 (0.95), HBB (4.8), IGLON5 (2.4), NOC2L (4.7), PAQR9 (6.2), UBAC1 (0.59), SLC48A1 (0.6), RIOK3 (7.4), REXO5 (3.8), R3HDM4 (0.92(, PSMD14 (0,6), PIP4P1 (0.8), PAQR9 (6.2)
Day 21		0.26 (0.21, 0.32)	1.00E+00	DCAF12 (8.1), GANA8 (0.75) HSP90AB1 (10), IRF2BPL (2.7), KDM2A (5.2) LOC100428435 (22), LOC704549 (6.5), RBM23 (11), TAGAP (2.5), THRAP3 (4.2), ZHX2 (9.2), ALAS2 (0.85), ARMCX4 (7.9), ATAD2 (0.86), BRCA2 (3.2), CCz1 (4.7), CEBPB1 (7.1(
Pool (day 3-21)		0.76 (0.69, 0.82)	1.50E–27	AK7 (8.2), APBA2 (2), BCL6B (8.5), DENND2A (7.7), LILRB4 (2.9), HPCAL4 (0.9), KIAA1549 (4.6), LOC106997893 (9.7), LOC114677644 (20), LOC708725 (8,3), LSM12 (3.4), NUDCD3 (18), OAZ1 (6), PROM2 (11)
Pool (male)		0.7 (0.58, 0.8)	6.00E–09	LOC100427190 (16), LOC107000581 (3.4), CPED1 (13), ABHD4 (1.5), ACOT11 (1.5), ALDH3B2 (1.9), BTBD11 (7.3), DENND2A (4.8), FBO32 (5.1)
Pool (female)		0.84 (0.76, 0.91)	4.00E–21	LOC114677644(22), (6.9), NUDCD3 (7.4), GJD3 (5.3), LAMA5 (9.4), ARMCX4 (2.7), AK7 (3.7), AK2 (1.6), ABL2 (2.7), ABCC10 (1)
Day3	Pleural effusion (Ctrl, NPEF, PEF)	0.26 (0.21, 0.32)	1.00E+00	AP2S1 (0.79), ARID58 (2.3), BAX (2.3), BLNK (0.92), C1QB (0.9)CD68 (0.81), DDB2 (4.3), EPHA2 (3), GNA15 (13), LIPA (14), LOC114677063 (6.1), SUCNR1 (13), SYNGR4 (5.1), TEX53 (8), WDR44 (0.77), HTR7 (0.67), NR2C2 (3.8), PAQR7 (3.3) PLLP (6.5) SDC3 (1.9)
Day6		0.42 (0.36,0.48)	1.00E+00	CLEC4C (21), JADE2 (15), LOC114674393 (14), LOC713649 (14), GUCY1B1 (11), LPL (7.3), ANK3 (0.63), BZW3 (4.1) CBLB (0.73), CDC6 (2.8), EI24 (0.24), GNA15 (0.95), LOC703641 (0.85), MGST3 (0.9), MPHOSPH8 (3), MPRIP (4.2), MZF1 (4.7), NPTN (4.6), PBK (2.8), RAD9A (3), RIOK3 (3.4)
Day9		0.54 (0.48, 0.6)	2.30E–02	GATA4 (10), GGA3 (0.83), KLHDC3 (0.88), KLK14 (2.5), PCGF5 (5.2), CRY2 (14), CTDSP1 (1.8), DGKD (0.71), EDA2R (1.4), FAM98C (0.7), FBRSL1 (2.1) SCML2 (14), SLC52A2 (0.92), USP19 (3.6), VPS72 (7.4), WWP1 (6.8), ATP2A3 (0.83), CDC27 (0.94), XYLT1 (0.88)
Day 15		0.37 (0.31, 0.43)	1.00E+00	APEX2 (9.4), LOC100427524 (24), ALAS2 (5.4), BCL2L1 (0.97), C15H9orf78 (0,76), DCUN1D1 (6.5), DDB1 (2.3), DMTN (1.9), FTL (0.96), FXN (0.71), LYZL6 (7.7), RIOK3 (6.3), RNF115 (7.1(, RTCB (0.71), SLC48A1 (0.85)
Day 21		0.34 (0.28, 0.4)	1.00E+00	DRD1 (13), HSP90AB1 (14), IFT172 (10), RAB44 (11), RNF14 (8.6), AP2B1 (0.85), C9H10orf105 (0.9), CBL (0.9), CHD8 (0.84), JAK1 (0.89), LOC705417 (6.6), MARK2 (0.84), PSENEN (0.76), PUM1 (2.5), TMPRSS12 (3.9)
Pool (day 3-day21)		0.89 (0.83, 0.93)	3.10E–24	ABLIM1 (0.89) AK1 (4.7) ATP2A3 (4.7), AUNIP (3.1), LOC706776 (14), CEMIP2 (5.3), CPED1 (3.7), LDLRAP1 (8.1), LOC114676135 (2), LOC701772 (20), LOC712609 (0.94), MFGE8 (7), NOP56 (20), TNFSF14 (2.5)
Pool (male)		0.88 (0.79, 0.94)	9.10E–14	AGAP3 (1.7), BLK (7.8), CD79A (8.8), CEP89 (3.8), FBXO32 (8.3), ZFP28 (18)
Pool (female)		0.85 (0.77, 0.92)	3.60E–13	ADAT (1), APOBEC3H (1.9), ARMCX4 (9.5), LOC100427524 (3.9), LOC701772 (18), MOV10L1 (10), NEK9 (4.8), NUDCD3 (6.4)

Accuracy with confidence intervals, p-value, and important RNAs predicted by Elastic Net for the 3 prediction models used in this study. Data for the Dose model, prediction data for the three-group survival model, and prediction data for the pleural effusion model are shown for Day 3, Day 6, Day 9, Day 15 and Day 21 and pooled data from Day 3-Day21. Tree rank is shown in parenthesis (). Significant results (*p* < 0.05) are observed for Dose and Survival only for pooled data. 

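Elastic net models were trained on the control samples and the samples of 1 day, and tested on the samples of every other day together with the same control samples. The paper's methods give samples after Day 21 as test data in general, and do not name the test set of the single day models. For dose the accuracy was 0.146 after training on Day 3 (41 of 280), 0.257 after training on Day 6 (71 of 276), 0.348 after training on Day 9 (96 of 276), 0.232 after training on Day 15 (65 of 280) and 0.304 after training on Day 21 (84 of 276). For survival it was 0.111 after training on Day 3 (31 of 280), 0.170 after training on Day 6 (47 of 276), 0.275 after training on Day 9 (76 of 276), 0.261 after training on Day 15 (73 of 280) and 0.236 after training on Day 21 (65 of 276). Each of these was below the share of the largest class in its test set, which was 0.496 or 0.504 for dose and 0.361 or 0.359 for survival. With the 200 genes of the largest F statistic in place of the selected genes, the dose model of Day 9 reached 0.558, against a largest class of 0.504. Of the 17 genes that Table 1 lists for dose on Day 3, 16 were tested and 13 differed from control on that day (12 higher, 1 lower). Of the 16 listed for survival on Day 3, 15 were higher than control. These counts were the same when adjusted over the list alone, which is not independent evidence as the study chose the lists on these samples.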

Predictions for Pleural effusion were only significant after the sexes were separated (male/female) and pooled.

### Separation of sex and dose causes differences in pathway regulation

In Fig. 2, the heatmap illustrates the alterations of gene expression (*p* ≤ 0.05) in whole blood of primates separated by biological sex (male and female) (Fig. 2A), as well as separation of dose (lower dose 9.7 Gy or higher dose 10.6 Gy) (Fig. 2B). Gene ontology (GO) enrichment analysis was performed using these respective groups and normalized against untreated controls (cont.) combining all irradiated samples across all time points (Day 3-270). Categories were chosen based on p-adjusted and gene ratio with the top 5 from each group shown (Male, Female, LD and HD). If pathway changes were predicted in another group, then this was shown as well. For example, Myeloid leukocyte migration was a significantly altered pathway in the LD group, but this pathway also showed alterations in the Male group as well. 

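For each sex the counts of an animal were summed over all irradiated days and compared with its control, in 12 females and 12 males. In females 1136 genes changed (899 higher, 237 lower) and in males 928 (729 higher, 199 lower). Of these, 767 changed in both sexes, all in the same direction. With the deposited log2 values, averaged per animal and tested by limma without the animal as a block, the counts were 850 in females and 551 in males. A test of the difference itself, the interaction of irradiation with sex, called 0 genes by edgeR and 0 by DESeq2, and 18 at an unadjusted p.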

In female samples we observe 132 altered categories compared to just 56 altered categories in male samples (Fig. 2C). In higher dose samples we observe 96 altered categories compared to just 37 altered categories in the low dose samples. 

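Summed over all irradiated days, 1193 genes changed in 12 HD animals (920 higher, 273 lower) and 917 in 12 LD animals (742 higher, 175 lower). Both doses shared 726 of these genes, all changed in the same direction. Without the replicate block the LD count was 552, and with the deposited log2 values, also without the block, it was 511. HD animals were followed for a shorter time, so the days summed differed between the doses. Over Day 3 to 21 alone, 1105 genes changed in HD and 992 in LD animals. The interaction of irradiation with dose called 0 genes by edgeR and 1 by DESeq2, and 48 at an unadjusted p.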

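The 27 interferon response genes, written by hand for the defense response to viruses, had a median log2 fold change of 0.72 in HD animals, with 16 higher and 0 lower past the threshold (adjusted p = 2.37e-11 by limma's camera), and of 0.53 in LD animals, with 10 higher and 0 lower (adjusted p = 3.07e-08). The difference between the doses had a median of 0.24 (adjusted p = 3.73e-06 by camera). It was not called by fry (adjusted p = 0.623), by camera with an estimated correlation (0.534) or in samples of the same library series as their control (0.501). At early time points over both doses the median was 0.75, with 17 higher and 0 lower (adjusted p = 1.59e-12 by camera, 2.43e-06 by fry and 0.125 with an estimated correlation). IFIT1 (chromosome 9, 89628584 to 89669645), which has near-identical family members, rose from 48.9 ± 24.5 to 156 ± 85.2 CPM (SD, n = 24 animals), a log2 fold change of 1.60 (standard error 0.15, adjusted p = 9.52e-10 by edgeR), higher in 24 of 24 animals. IFI44L had a log2 fold change of 1.59 and CMPK2 of 1.43, higher in 23 and 24 of 24 animals.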

Interestingly we note an upregulation in defense responses to viruses, suggesting an increase in immune expression, in the higher dose samples. In contrast lower dose samples show changes to migration for multiple cell types, (glial, leukocyte, myeloid leukocyte).

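The leukocyte migration genes had a median log2 fold change of 0.02 in LD animals, with 1 higher and 0 lower past the threshold (adjusted p = 0.24 by limma's camera), and of 0.06 in HD animals, with 2 higher and 0 lower (adjusted p = 0.342). The difference between the doses had a median of -0.06 (adjusted p = 0.899). Migration of glial cells was not analysed here.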

**Fig. 2:**
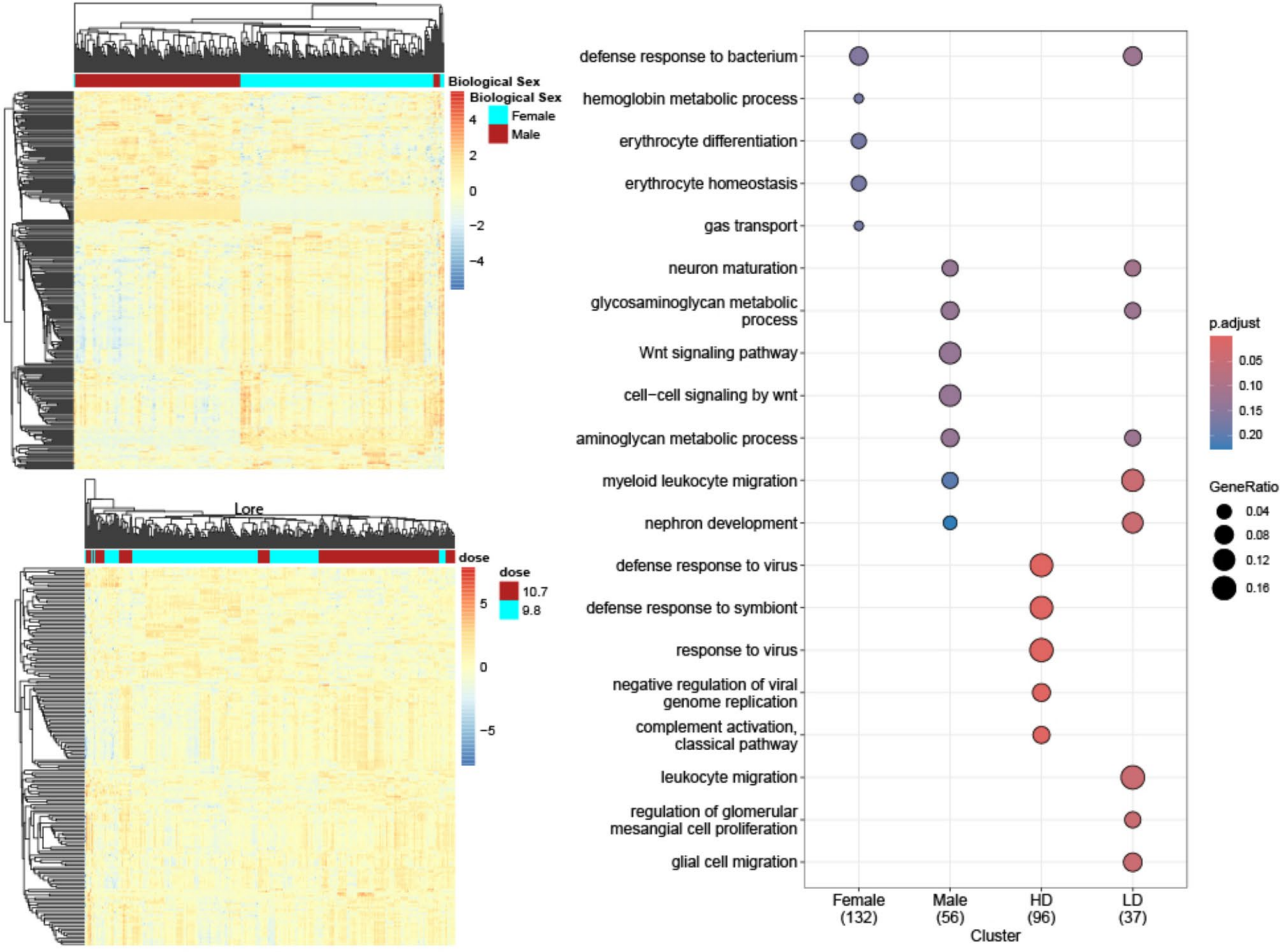
Radiation markers by biological sex and dose. To see the effect of biological sex and dose, significance analysis was performed using the respective groups normalized against untreated same sex controls. Hierarchical cluster analysis using Euclidian distance measure was performed showing the sample grouping by (**A**) biological sex and (**B**) dose. The legend shows the colors used for the sample groups (Red for male, Blue for Female) and the scale bar shows the range of the relative intensity values with colors red representing upregulation and blue indicates down regulation. (**C**) Dot plot of GO biological category compare cluster analysis from clusterProfiler package grouped by biological sex (Male and Female) and dose (HD and LD). The color of dots represents intensity of p-values and size of the dots is relative to gene ratio. Number of significant genes used for each group is shown in parenthesis under each group label.

### Prediction model of radiation dose

Figure 3 depicts the prediction of radiation dose using a model trained on both untreated control and radiation-treated samples in a timeframe of less than 21 days. 

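The dose model was trained on 156 samples, control and Day 3 to 21, and tested on 172 samples, those after Day 21 and the same control samples, which gives the group totals of Fig. 3A. A random forest test of each gene against shuffled copies of the genes, written after the Boruta algorithm that the paper used, selected 52 genes on the training samples. The elastic net used 40 of them, with its parameters set by 5-fold cross-validation. Its accuracy was 0.826 (142 of 172 samples, exact 95% confidence interval 0.761 to 0.879), against a share of 0.529 for the largest class, and the interval counts repeated draws of 1 animal as independent. In a faster form of the model the accuracy was 0.564 with the real doses and 0.691 as a mean with doses permuted between animals. All 24 control samples, 53 HD samples and 65 LD samples were assigned to their own class, while 16 LD samples were assigned to HD and 10 to control. Without the control samples in the test set the accuracy was 0.797 (118 of 148). With an earlier form of the gene selection it was 0.698, and with another random seed 0.721. Test animals were also training animals. When whole animals were left out of training, in 7 groups, the accuracy on samples after Day 21 was 0.446 (66 of 148, interval 0.364 to 0.530), below the share of 0.615 of the largest class. The paper states that Fig. 3A shows the performance of the model on time points after Day 21.

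**Figure D2:**
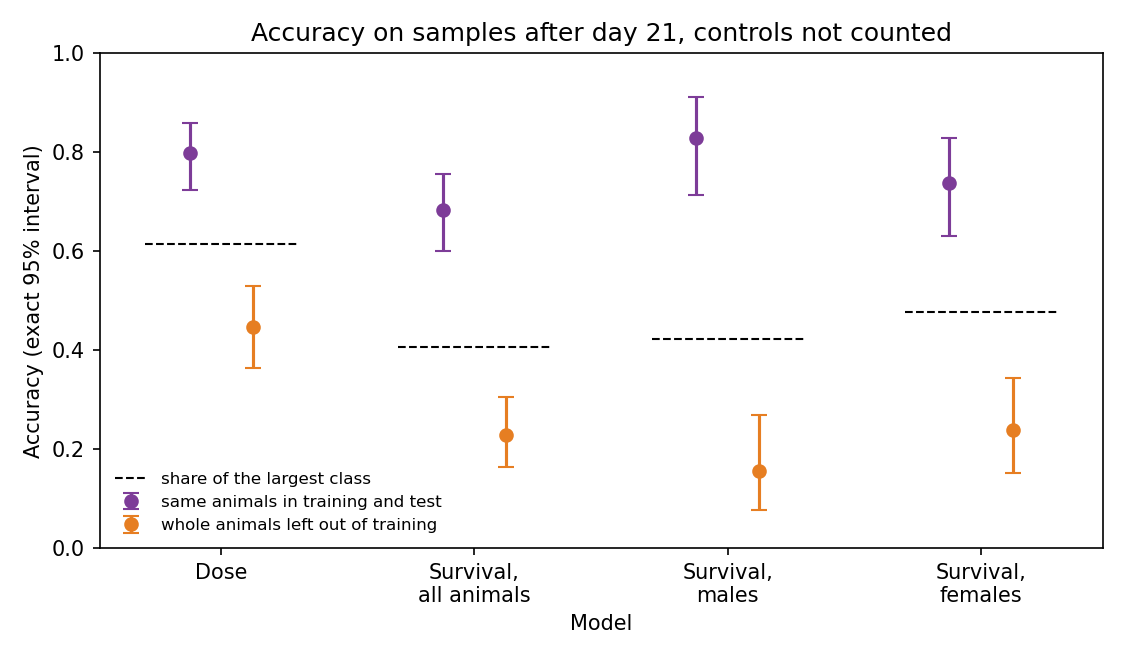
Accuracy on samples after Day 21 (y axis, exact 95% confidence intervals, control samples not counted) of the dose model and the 3 survival models (x axis). Purple points, with test animals also in training, are at 0.797 for dose, orange points, with whole animals left out of training, are at 0.446, and dashed lines give the share of the largest class.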

Figure 3A offers insights into the model’s performance with a 0.773 (CI 0.703, 0.834) accuracy of estimating radiation doses based on the test data containing time points greater than 21 days, accuracy statistics are also provided. Note: Accuracy Lower is synonymous with the lower 95% confidence interval and Accuracy Upper represents the upper 95% Confidence Interval. 

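Of the 12 genes of the dose tree, 9 had enough counts to be tested on Day 3 to 21 against the animals' own control. Past the threshold were 3 in LD animals (1 higher, 2 lower) and 4 in HD animals (1 higher, 3 lower), also when adjusted over the list alone, which is not independent evidence. C15H9orf78 (chromosome 15, 10682010 to 10689468) had a log2 fold change of 1.25 in LD animals (standard error 0.16, adjusted p = 5.22e-05 by edgeR) and of 1.19 in HD animals (standard error 0.15, adjusted p = 1.06e-05), higher in 12 of 12 animals at both doses. AKAP2 had -0.73 in LD animals (lower in 11 of 12) and -0.91 in HD animals (lower in 12 of 12). ACKR3 had -0.73 and -0.83, lower in 11 of 12 animals at both doses, but without the replicate block it was not called in LD animals (-0.84, adjusted p = 0.0589 by edgeR). JADE2 (chromosome 6, 131986624 to 132045049) fell from 412 ± 70.5 to 271 ± 31.1 CPM (SD, n = 12 animals) in the HD group, a log2 fold change of -0.60, which did not reach the fold threshold with TMM scaling (-0.56) or by DESeq2 (-0.57). In LD animals it was -0.45. ABLIM1 (-0.33 and -0.34), PTP4A3 (-0.51 and -0.54), LOC695533 (-0.24 and -0.19) and BZW2 (0.35 and 0.48) were below the fold threshold in LD and HD animals. EDNRB, ADGRA1 and LOC698796 had too few counts. In control samples, before irradiation, EDNRB was at 9.09 ± 13.8 CPM in the LD group and 0.191 ± 0.490 CPM in the HD group (SD, n = 12 each).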

Figure 3B displays an additional analytical approach: a recursive partition regression tree model. This model prioritized the most relevant genes for dose prediction and is presented with the probability of predicting each class label, helping us narrow our genes of interest. 

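A difference between HD and LD animals in the change on Day 3 to 21 was tested as an interaction of irradiation with dose, and edgeR called 0 genes, with 66 at an unadjusted p. Of the genes the paper names for dose, 17 were tested and 0 differed between the doses, also when adjusted over the list alone (smallest adjusted p 0.881 by edgeR). The difference was -0.15 for JADE2 (standard error 0.12) and 0.14 for BZW2 (standard error 0.08), as HD minus LD on the log2 scale.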

Using Cytoscape we were able to show the mRNA, predicted lncRNA, miRNA and significant pathways associated with LD and HD radiation (Fig. 3C). 

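PLXNA2, the gene of the guidance receptor plexin A2, lies on chromosome 1, 65517022 to 65739058 of Mmul_10. On Day 3 to 21 its expression in LD animals was 17.5 ± 12.2 CPM in control and 12.8 ± 5.32 CPM in irradiated samples (SD, n = 12 animals), a log2 fold change of -0.29 (standard error 0.12, adjusted p = 0.0978 by edgeR), lower in 8 of 12. In HD animals it was 11.0 ± 5.41 CPM in control and 7.47 ± 2.10 CPM in irradiated samples (SD, n = 12 animals), a log2 fold change of -0.47 (standard error 0.15, adjusted p = 0.0199 by edgeR), lower in 9 of 12. Neither change reached the fold threshold. The paper predicted microRNAs from the mRNA, and no microRNA was analysed here.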

We observed PLXNA2 and hsa-miR-124-3p were predicted to be altered in both LD and HD samples. The use of miRNA predictions with human homologs in rhesus macaques due to limitations in macaque annotations is a common approach in translational research, especially when working with non-human primate models.

**Fig. 3:**
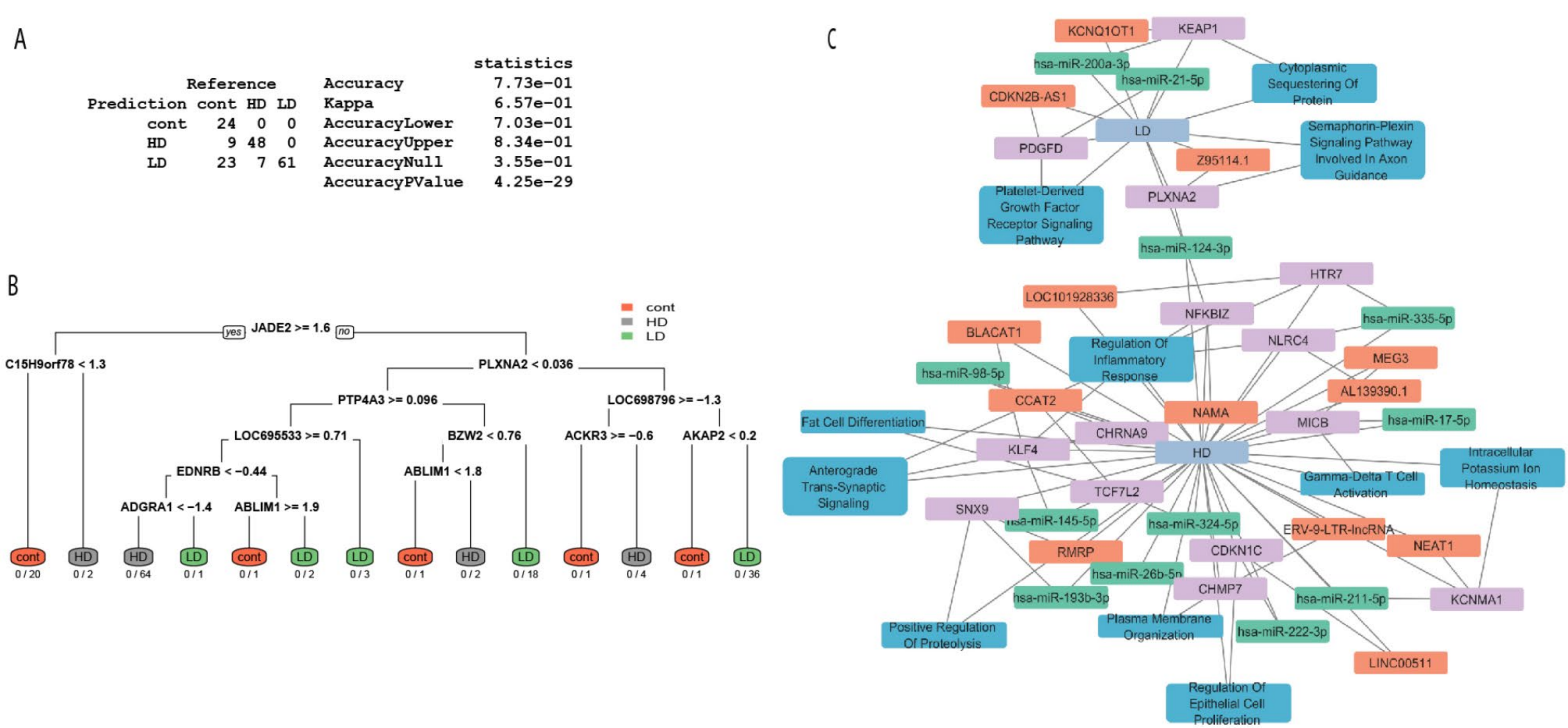
Prediction of radiation dose. Elastic net analysis trained on untreated control and radiation treated samples was performed as described in methods. (**A**) Confusion matrix showing total number of samples per each reference group on x-axis and predicted samples on y-axis. Prediction accuracy statistics are shown for the model. (**B**) CART regression model is used to prioritize and visualize the results of prediction as a decision tree. The groups are color coded and show the terminal nodes. The number of misclassified samples to correctly classified samples after decision rule is indicated under the terminal nodes. (**C**) Using Cytoscape we show a network of pathways and genes (mRNA, miRNA, and lncRNA) associated with low dose (LD) or high dose (HD). Purple indicates mRNA, orange indicates lncRNA, green indicates miRNA and blue indicates pathways of interest. The non-coding RNA (miRNA, lncRNA) shown in this model are predicted based on mRNA expression.

### Prediction model of survival by biological sex

Figure 4 presents the prediction of survival outcomes categorized by biological sex using data from Day 3–21. Figure 4A and B display the results of the Elastic Net prediction model for male and female cohorts respectively, accompanied by accuracy scores (male 0.697 (CI 0.581, 0.798) accuracy, female 0.844 (CI 0.755, 0.91) accuracy) to assess the reliability of the predictions in test data. 

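Survival models with the classes control, short, medium and long term were trained and tested on the same days as the dose model. In males 42 genes were selected and the accuracy was 0.842 (64 of 76 samples, exact 95% confidence interval 0.740 to 0.916), against 0.355 for the largest class. In females 42 genes were selected and the accuracy was 0.760 (73 of 96 samples, exact 95% confidence interval 0.663 to 0.842), against 0.417 for the largest class. The intervals of the sexes overlapped, and with another random seed the accuracy was 0.868 in males and 0.854 in females. With the earlier form of the gene selection it was 0.447 in males and 0.708 in females. With the male last drawn on Day 90 placed in the short class it was 0.684 in males. Without the control samples in the test set it was 0.828 in males and 0.738 in females. With whole animals left out of training it was 0.156 in males (10 of 64, interval 0.0776 to 0.269) and 0.238 in females (20 of 84, interval 0.152 to 0.344), below the largest classes of 0.422 and 0.476. With library series removed from the values as a batch it was 0.816 in males and 0.792 in females.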

Figure 4C and D display a recursive partition analysis conducted on the genes identified by the Elastic Net model. 

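The tree genes were tested across the 3 survival classes on counts summed per animal over Day 3 to 21. Of 5 genes of the male tree, 0 were past the threshold by edgeR over all tested genes and 1 when adjusted over the list alone. EPX, the eosinophil peroxidase gene (chromosome 16, 38597065 to 38608574), was at 3.82 ± 3.27 CPM in short term (SD, n = 7), 21.8 ± 13.8 in medium term (n = 5) and 36.7 ± 21.1 in long term (n = 2) males. Its unadjusted p was 0.00138 by edgeR, with an adjusted p of 0.763 over all genes and 0.00689 over the list, and DESeq2 gave 0.0422 over all genes. The unadjusted p by edgeR was 0.0379 for CTSW, 0.0356 for AIFM3, 0.152 for CRY2 and 0.26 for ABO. Of 8 genes of the female tree, 0 were past the threshold over all tested genes and 1 over the list. EPG5 (chromosome 18, 36495672 to 36626986) was at 113 ± 7.89 CPM in short term (SD, n = 4), 106 ± 10.0 in medium term (n = 6) and 143 ± 16.1 in long term (n = 4) females. Its unadjusted p was 0.00132 by edgeR, with an adjusted p of 0.952 over all genes and 0.0106 over the list, and DESeq2 gave 0.0575 over all genes. The unadjusted p by edgeR was 0.0239 for ABCC10, 0.0246 for AMPD3, 0.061 for LILRA1, 0.0653 for NBPF1, 0.0706 for ERCC3, 0.134 for AK7 and 0.615 for PIGV. LILRA1 and NBPF1 belong to families of near-identical genes, so their counts are uncertain. The study chose these genes on the same samples, so the adjustment over the list is not independent evidence.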

The resulting predicted tree models are presented separately for males (Fig. 4C) and females (Fig. 4D), showcasing the hierarchical structure of gene interactions and their contribution to survival prediction within each group. Figure 4E depicts the predicted network associated with male short term or long-term survival and female short term and long-term survival, produced in Cytoscape. Interestingly, some genes are sex-specific and are shared across short- and long-term survival such as MALAT1 shared across females, and hsa-miR-101-3p across males. NEAT1 is shared by male short and long term and female short term. 

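Over all tested genes, 0 differed between short, medium and long term males by edgeR on Day 3 to 21 (smallest adjusted p 0.763), and 0 in females (smallest adjusted p 0.263). By DESeq2 the counts were 30 and 21, and at an unadjusted p they were 870 and 615. In simulated data with the class sizes of the males and females, edgeR recovered 175 and 199 of 200 genes changed by a fold of 3. Of the genes called by DESeq2 there, 16.5% and 17.5% were unchanged ones. The simulated counts had the same dispersion in every gene and no added spread between animals. They therefore do not give the power for genes that vary more between animals. With dose as a covariate edgeR called 2 genes in males and 0 in females. Leaving out 1 short or medium term male at a time, 1 gene differed without the short term animal B2003 and 0 without any other. Leaving out 1 of the 2 long term males leaves 1 animal in that class, which has no spread of its own, so no count is given. In females 1 gene differed without the medium term animal B1504, 1 without the short term animal B2508 and 0 without any other animal. Of the 14 genes listed in Table 1 for survival on pooled days, 0 differed between the classes in males and 0 in females by edgeR, also when adjusted over the list alone.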

Significant genes identified from the Elastic Net model for both male and female (Supplemental Figure S2) cohorts were subjected to an enrichment analysis using Gene Ontology Biological Process (GO BP) ontology. No higher dose males survived until the end of the study, only 2/6 males in the lower dose study survived the full length of the study^20^. In contrast, 3/6 females survived in lower dose and 1/6 in higher dose survived^20^.

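Blood was drawn on Day 270 from 2 of 6 LD males and from 0 of 8 HD males. The last draw of HD males fell between Day 30 and Day 90.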

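Among females, blood was drawn on Day 270 from 3 of 6 LD animals and from 1 of 8 HD animals. The earliest last draw was on Day 102 in LD and on Day 40 in HD females.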

**Fig. 4:**
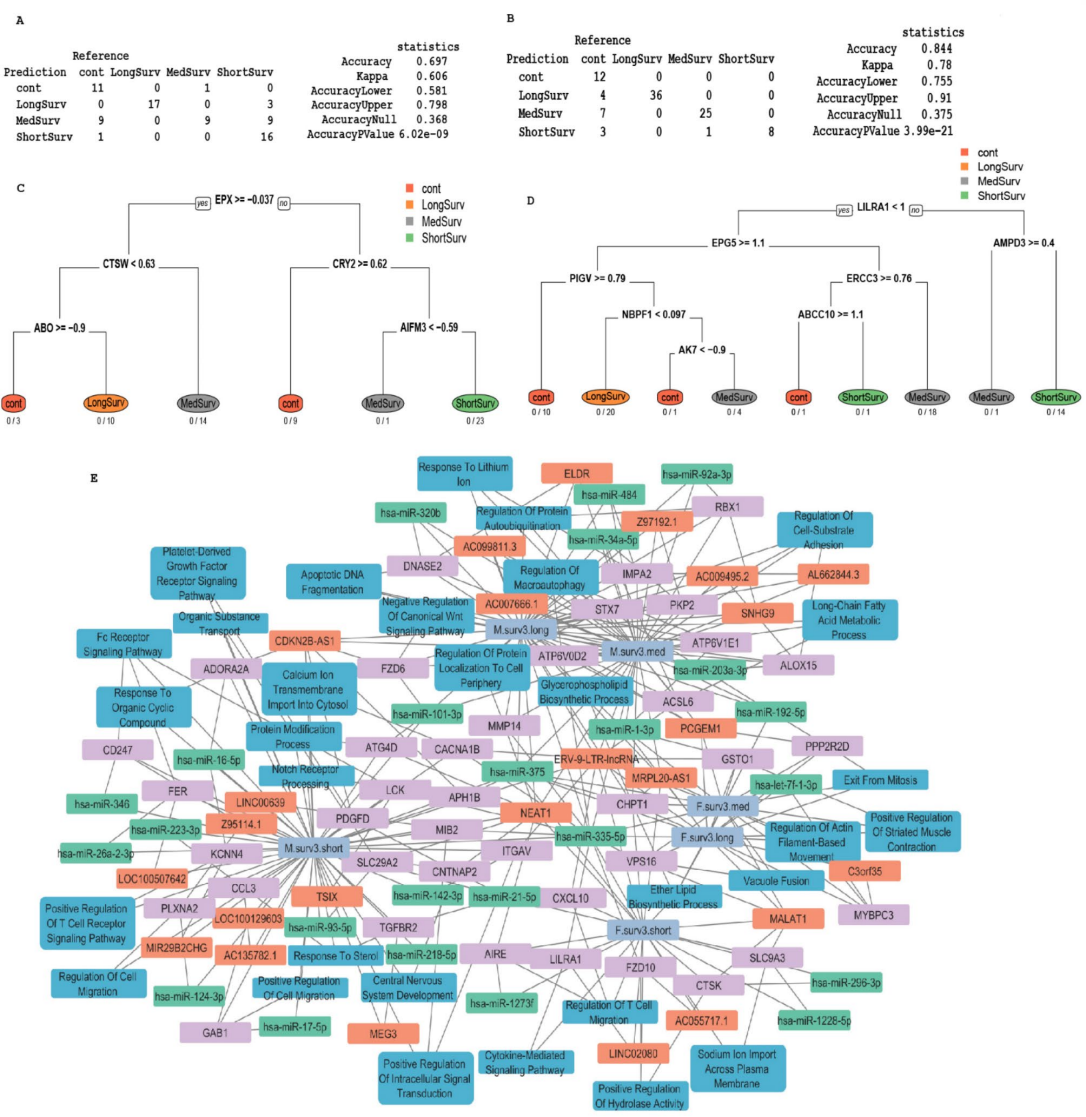
Prediction of survival by biological sex. Genes were selected by significance analysis of samples treated with radiation and stratified by biological sex against same sex untreated controls. Survival time is stratified into short, medium, and long as described in methods. Model evaluated the effect of biological sex on survival before and after radiation. Trained set included samples stratified by biological sex and treated with or without radiation under 21 days followed by prediction on rest of the time points. Results were shown as confusion table and prediction statistics for (**A**) male samples, (**B**) female. Prioritized genes from elastic net model were used to build a decision tree model for (**C**) male and (**D**) female along with number of correct and misclassified samples below each terminal node. (**E**) Using Cytoscape we show a network of pathways and genes (mRNA, miRNA, and lncRNA) associated with short term, and long-term survival for male and female. Purple indicates mRNA, orange indicates lncRNA, green indicates miRNA and blue indicates pathways of interest. For simplicity only male short term and long-term survival and female short term and long-term survival are shown.

### Prediction model of pleural effusion by biological sex

In Fig. 5, the analysis focuses on the prediction of pleural effusion categorized by biological sex. Figure 5A and B show the results of the Elastic Net prediction model for male and female cohorts, respectively, along with accuracy scores: male 0.88 (CI 0.79, 0.94) and female 0.85 (CI 0.77, 0.92) on test data to gauge the reliability of the predictions. Pooled data (Day 3–21) was used to predict pleural effusion for animals at any time throughout this study from first euthanasia on Day 46 to end of study on Day 270 and accuracy and important genes are noted in Table 1 (0.89 (CI 0.83, 0.93)). Results for individual animals have previously been published^20^.

**Fig. 5:**
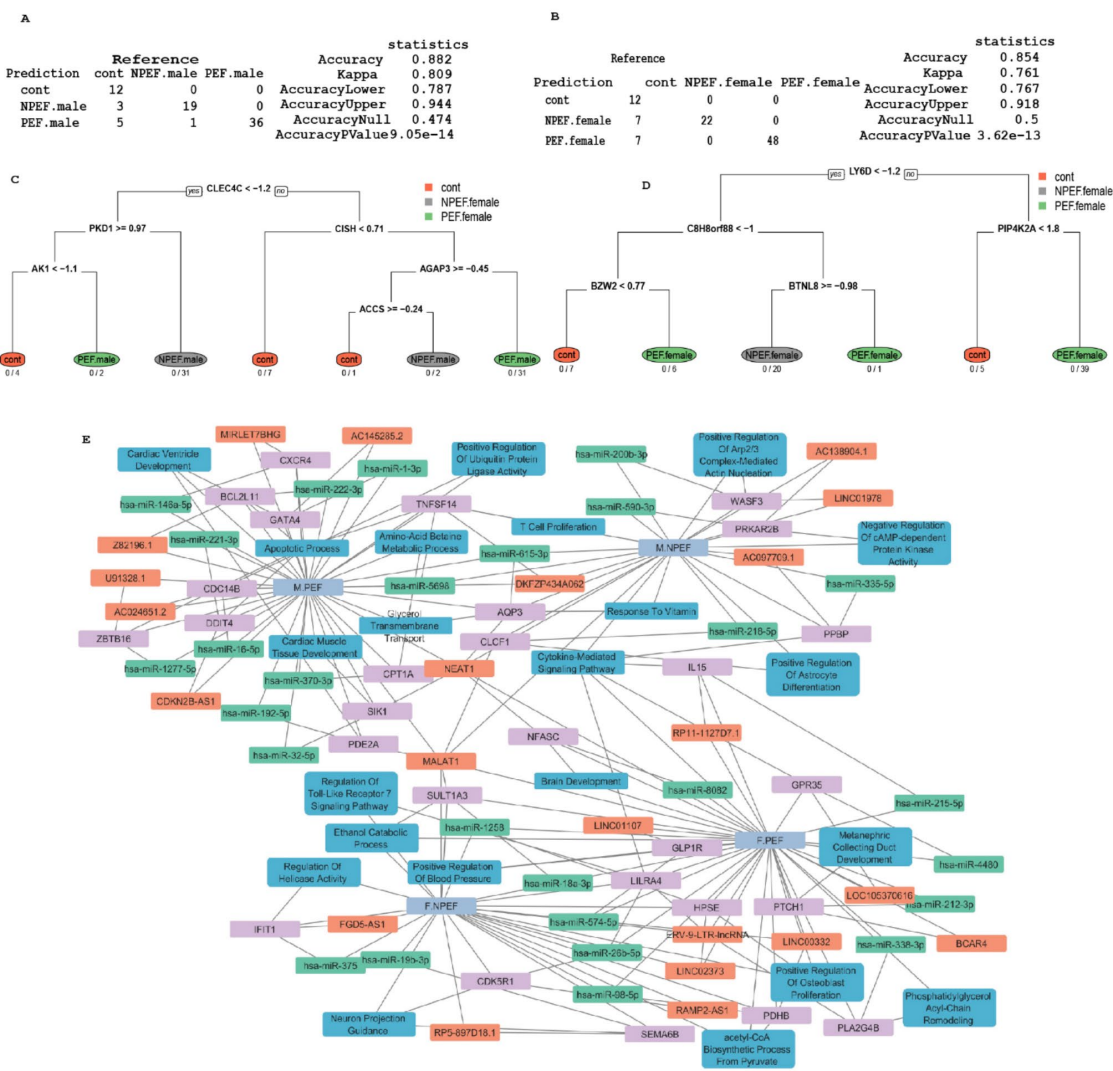
Model evaluation of prediction of pleural effusion by biological sex. Samples are stratified into pleural effusion and further grouped by biological sex as described in methods. (**A**,**B**) Elastic net prediction results and accuracy score of Male (**A**) and Female (**B**). (**C**,**D**) Recursive partition analysis of genes derived from elastic net and shown as predicted tree of (**C**) Male and (**D**) Female. Using Cytoscape we show a network of pathways and genes (mRNA, miRNA, and lncRNA) associated with pleural effusion (PE) or no pleural effusion (NPE) for male and female (**E**). Purple indicates mRNA, orange indicates lncRNA, green indicates miRNA and blue indicates pathways of interest.

Figure 5C and D display a recursive partition analysis conducted on the genes identified by the Elastic Net model. The resulting predicted trees are presented separately for males (5 C) and females (5D), revealing the hierarchical structure of gene interactions and their contribution to predicting pleural effusion within each group. A network schematic was produced in Cytoscape and shows altered genes in PE and NPE samples for male and female. MALAT1 was altered across all four conditions while NEAT1 was altered for both sexes displaying PE and NPE males. Among the predicted microRNA and their gene targets some genes were female specific, appearing for both NPE and PE including: hsa-mir-1258, hsa-mir-26b-5p, hsa-mir-18a-3p and HPSE. TNFSF14, AQP3, hsa-mir-615-3p, hsa-mir-5698 showed altered expression or predicted altered expression in both male samples regardless of outcome (PE or NPE).There were no notable markers shared only with PE male and PE female. Supplemental Fig. S1-3 show bar graphs for important genes relevant for Dose Fig. S1), Survival (Supplemental Fig. S2) and pleural effusion (Supplemental Fig. S3). Supplemental Figure S4 shows validation of mRNA markers chosen based on initial analysis.

## Discussion

We studied the impact of upper thoracic radiation injury (9.8 Gy and 10.7 Gy) on gene expression in whole blood from non-human primates. From this data we were able to predict short, medium, or long-term survival and the manifestation of pleural effusion, demonstrating the utility of gene expression profiling in whole blood as a predictive tool for radiation-induced outcomes. We studied the potential impact of biological sex as a relevant factor in determining biomarkers for pleural effusion and survival. While we saw a trend towards significant improvement when dividing animals by sex for survival prediction where pooled animals showed 0.76 (CI 0.69, 0.82) and females showed 0.84 (CI 0.76, 0.91), this did not rise to the level of statistical significance. 

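For all animals together 51 genes were selected and the accuracy was 0.727 (125 of 172 samples, exact 95% confidence interval 0.654 to 0.792), against 0.349 for the largest class. The interval overlapped those of the models for males and for females. With the earlier form of the gene selection the accuracy was 0.401 (exact binomial p = 0.0879 against the largest class). With the deposited log2 values it was 0.837. Of the irradiated test samples 47 long term, 34 medium term and 20 short term samples were assigned to their own class. With whole animals left out of training the accuracy was 0.230 (34 of 148), against 0.405 for the largest class.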

Biological sex may have an effect on optimal biomarkers for predicting survival, but further testing of this hypothesis would be needed with a larger cohort. Sex-specific differences in molecular pathway alterations after radiation injury, as shown in Fig. 2, may suggest differences in optimal treatment strategies based on biological sex.

As noted in Fig. 3 heat map, differences between animals that survived to late time points (Day 240 and Day 270) showed the starkest contrast compared to pre-irradiated animals (control). That is, primates’ gene expression did not return to baseline despite surviving but showed increased divergence. This is unsurprising since cardiovascular events, lung and liver dysfunction may occur months to years after radiation injury^24,25^. These late effects of radiation highlight the importance of long-term monitoring and follow-up care for individuals exposed to radiation, particularly those undergoing radiotherapy for cancer treatment or individuals exposed to radiation as a result of nuclear accidents or occupational exposure.

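The distance of a sample from its animal's own control was measured as the root mean square difference in log2 CPM over the tested genes. In the 6 animals followed to Day 270 it was 0.56 ± 0.08 (SD, n = 6) as a mean over Day 3 to 21, 0.85 ± 0.36 on Day 240 and 0.91 ± 0.48 on Day 270. Day 240 exceeded Day 3 to 21 by 0.29 ± 0.38 (higher in 4 of 6 animals, two-sided exact permutation p = 0.125), and Day 270 by 0.35 ± 0.51 (5 of 6 animals, exact p = 0.156). The smallest exact p that 6 animals allow is 0.0313. Day 120 to 210 exceeded Day 3 to 21 by 0.31 ± 0.16 in 6 of 6 animals (exact p = 0.0313). The control samples of these animals were of library series A and their samples after Day 21 of series B or C, so each of these differences includes the change of series. Day 120 to 210 also exceeded Day 30 to 90, after that change, by 0.23 ± 0.14 in 6 of 6 animals (exact p = 0.0313). Within series C alone this increase was 0.17 ± 0.16, in 5 of 6 animals (exact p = 0.0625), so a difference between series B and C stays open. Against Day 120 to 210 the mean difference was -0.02 ± 0.34 on Day 240 (exact p = 0.938) and 0.05 ± 0.47 on Day 270 (exact p = 0.875). The animals went both ways, with B1503 and B2502 higher on both days (2 of 6 animals) and the others lower. Over all animals sampled, and among the days with at least 6 animals, the largest mean distance was 1.08 ± 0.41 on Day 150 (9 animals). Day 150 also held the library with the fewest counts (2840219), and distances were not compared at equal depth.

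**Figure D3:**
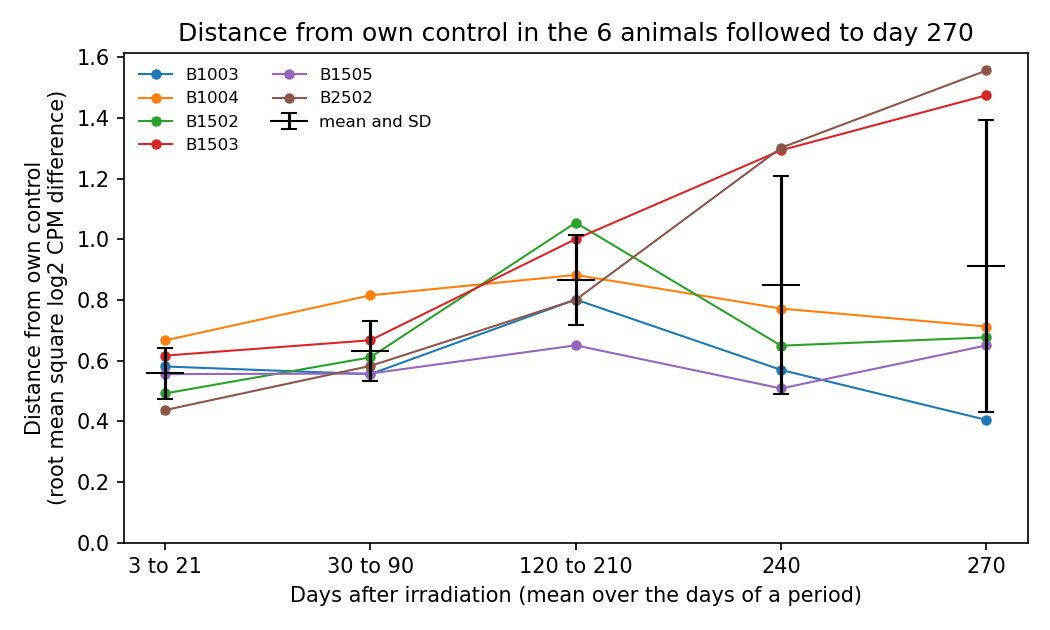
Distance from the own control (y axis, root mean square difference in log2 CPM) of the 6 animals followed to Day 270, by days after irradiation (x axis). Lines are animals, and black marks with bars give the mean and SD, with 0.91 ± 0.48 on Day 270.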

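On Day 270 the distance from the own control was 1.56 in animal B2502 and 1.47 in animal B1503, and between 0.40 and 0.71 in the other animals. Without B2502 the mean increase over Day 3 to 21 was 0.18 on Day 240 and 0.20 on Day 270, and without B1503 it was 0.21 and 0.25. Within library series C, with Day 30 of the same animal in place of the control, Day 270 lay further from Day 30 than Day 60 to 180 did by 0.21 ± 0.46 (SD, 3 of 5 animals, exact p = 0.375, smallest possible 0.0625). The paper states that expression in surviving animals showed increased divergence from baseline.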

Our gene expression data demonstrating changes to cell division, immune response and hemopoiesis which coincides with other researchers work^26–28^. 

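The 25 cell cycle genes had a median log2 fold change of 0.46 at early time points, with 11 higher and 0 lower past the threshold (adjusted p = 6.37e-11 by limma's camera), 0.08 at medium time points (adjusted p = 0.0878) and -0.11 at late time points (adjusted p = 0.826). By fry the early change was called (adjusted p = 7.27e-08), and by camera with an estimated correlation it was not (0.0738). In the animals of 1 library series the list was called at medium time points (adjusted p = 0.000129 by camera). The 8 tested complement genes had a median of 0.66 at early time points, with 4 higher and 0 lower (adjusted p = 1.08e-07), and were not called at medium (0.455) or late time points (0.192). C1QB (chromosome 1, 202117786 to 202126077) rose from 4.90 ± 4.89 to 17.1 ± 13.2 CPM (SD, n = 24 animals) at early time points, a log2 fold change of 1.87 (standard error 0.10, adjusted p = 2.47e-14 by edgeR), higher in 24 of 24 animals.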

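At medium time points the erythroid genes with the largest changes were AHSP (chromosome 20, 28978912 to 28980060), with a log2 fold change of 1.12 (standard error 0.21, adjusted p = 6.74e-05 by edgeR, higher in 22 of 24 animals), SLC4A1 with 0.97 and TRIM58 with 0.94. At late time points SLC25A37 had a log2 fold change of 1.41 (standard error 0.26, adjusted p = 0.000197 by edgeR) and RHAG of 1.33, each higher in 13 of 14 animals. HBB moved the other way at late time points, with -1.46 (standard error 0.57, adjusted p = 0.0368 by edgeR, lower in 10 of 14 animals), and was not past the threshold with TMM scaling (adjusted p = 0.0572) or without the replicate block (-0.49, adjusted p = 0.515). HBB, with HBA1 where counted, took a median of 0.0128% of the counts in control samples of library series A. This was 0.0018% in those of series C, the series of most late samples.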

We observed significant changes to erythrocyte homeostasis and differentiation both in < 21-day samples and in longer term samples (over 90 day). Hematopoietic syndrome, an acute radiation response, occurs when radiation kills hematopoietic stem cells and damages endothelial cells which make up the blood vessels^29,30^. While mature blood cells may survive the initial insult, they will die and replacement cells will not be produced; depending on the radiation dose this may lead to increased risk of infection due to lymphopenia, increased bleeding due to thrombocytopenia, and death. While dysfunction in blood cells and blood vessels is often considered a short-term crisis, here we observe that changes to the hematopoietic system may continue longer term (90 day < ). This can have implications for patient treatment as it is not enough for patients to survive the hematopoietic nadir, long term surveillance may be needed. NHPs who received total body radiation developed spontaneous cerebral lesions up to 13 years post radiation^31^, suggesting greater propensity for spontaneous hemorrhage in radiation exposed individuals.

We further observed immune cell alterations at all time points (Figs. 3, 4 and 6), and B Cell Activation and myeloid leukocyte activation among other immune pathway changes. This B cell activation and proliferation was high in both males and females who developed pleural effusions compared to animals that did not. 

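At medium time points the interferon response genes had a median log2 fold change of 0.39, with 6 higher and 0 lower past the threshold (adjusted p = 0.000144 by limma's camera, 0.0396 by fry and 0.609 with an estimated correlation), led by IFI44L with 0.83, CMPK2 with 0.79 and IFI44 with 0.76. At late time points their median was -0.02 and their mean -0.12, with 0 higher and 7 lower, while the direction of the camera test was up (adjusted p = 0.957). USP18 (-0.98, lower in 14 of 14 animals), IFI27 (-0.94, 11 of 14) and OAS2 (-0.82, 13 of 14) had the largest late changes among them. At medium time points the B cell genes with the largest changes were CD79B (-0.78, lower in 22 of 24 animals), CD79A (-0.73, 23 of 24) and CD22 (-0.64, 23 of 24).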

Interestingly, this follows a different pathway than lung fibrosis which is linked to T cell activation and infiltration^32,33^ into the lung that induces an inflammatory cascade that culminates in myofibroblast activation and deposition. Understanding how different immune cells interact to induce dysfunction is necessary to understand pathogenesis and potential treatment targets. Herein control of B cell activation appears more relevant to preventing pleural effusions in the lung. Prior studies show that radiation induces alterations in immune function, completement cascades, and morphologic changes to lung tissue as we observed^3,18,27^.

**Fig. 6:**
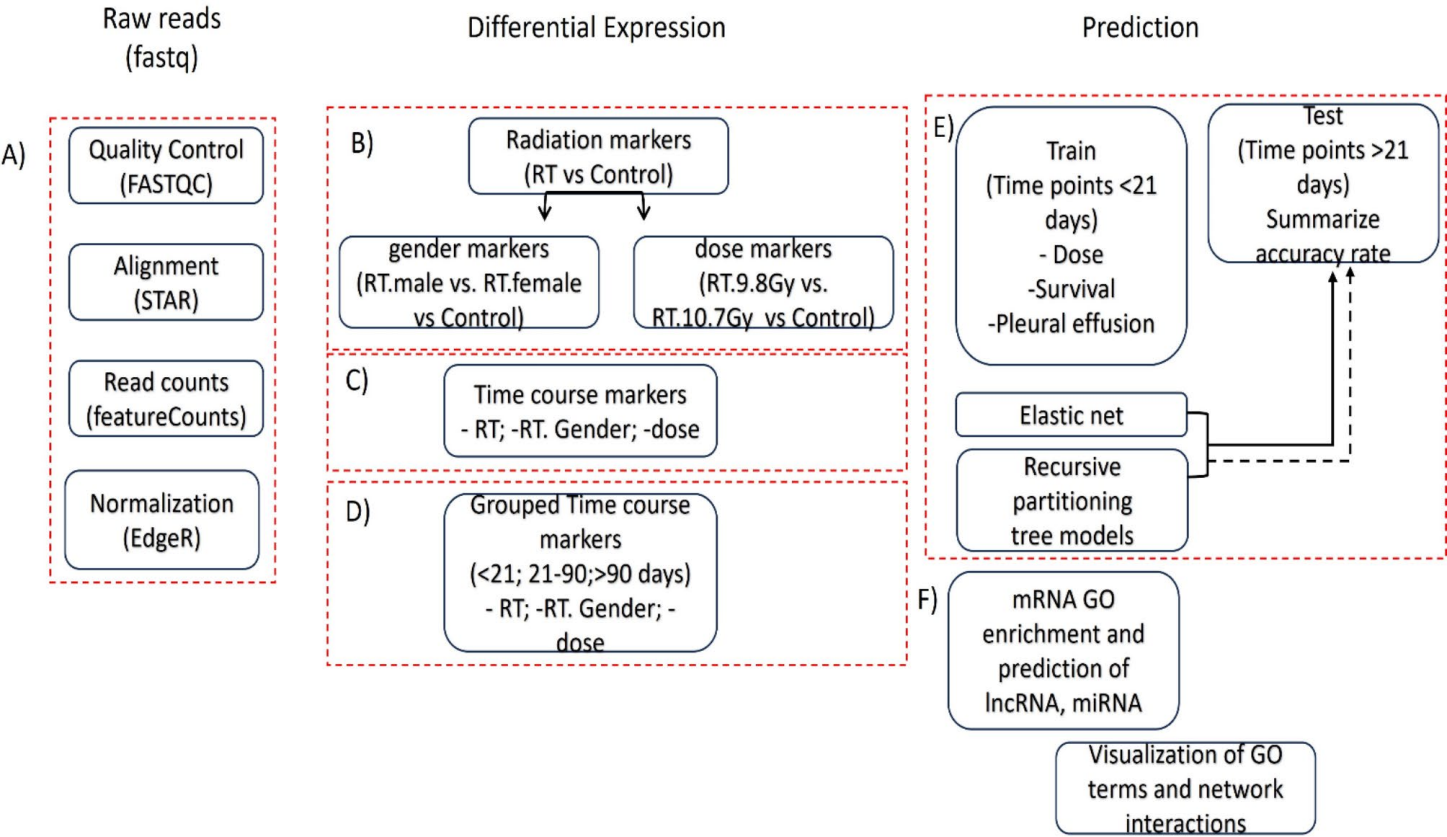
Workflow describes steps of bioinformatics analysis performed in the study. (**A**) processing of raw reads. (**B**) Classification of transcripts performed at 3 levels against untreated control samples: pooled radiation treated samples, biological sex, and dose. (**C**) Time course comparison of the mentioned 3 levels (**D**) time points grouped into 3 major categories as shown. (**E**) prediction of radiation markers using elastic net and regression tree-based methods on 3 major models: (dose, survival time and pleural effusion). (**F**) cross talk between targets and predicted miRNA (and lncRNA) by enrichment analysis.

We observed more females surviving in the lower and higher dose irradiated groups; however, this was not statistically significant in our experiment, as previously reported^20^. We observed a trend towards greater accuracy in predicting survival but not pleural effusionwhen biological sex was included in the data Despite this, the main pathways altered by radiation were the same for pleural effusion despite biological sex: B cell activation. This redundancy may indicate how important the B cell activation and immune upregulation is to development of pleural effusion. Interestingly, male survival was linked to changes in calcium ion transport and phagocytosis while females showed more changes to cellular organization and cell growth pathways. This calcium ion transport dysfunction may be related to coronary artery calcification, a known side effect of radiation therapy and a risk factor for cardiovascular events^34,35^. We previously noted an increase in damage to the heart after radiation in NHPs^20^. Utilizing RNA panels to predict and discern organ failure prior to clinical manifestation can offer clinicians an opportunity to treat quickly and more effectively. Discovering gene expression markers relevant to injury or death was not simple, in part because of variability in baseline expression within subjects^23,36^. Herein we observe that no singular gene marker can be used effectively to discern radiation dose, predict pleural effusion manifestation, or forecast survival. A panel of biomarkers is necessary for our prediction model.

Our study, while providing valuable insights, has several limitations that need to be acknowledged. First, the low number of animals per group may limit statistical power at specific time points and impacts the overall generalizability of these findings. Secondly, while whole blood is a practical medium for mass clinical testing of civilians, and RNA is a relatively stable biomarker^37,38^, there are concerns about correlating specificity of the potential biomarkers to observed organ damage. More research is needed to determine when RNA changes may correspond to specific organ injury or is while-body response. Furthermore, our study was restricted by limited radiation doses, further studies must include a wider range. Finally, there was an absence of independent animal cohorts to validate algorithms. Follow up studies to test the validity of our biomarkers is necessary.

Other studies have reported higher predictive accuracies and strong validations, such as the study done on GADD45A a biomarker for radiation bio-dosimetry^15^. However, this study used a single mouse strain, which we have previously shown is not even predictive for all mice as in-bred mouse strains show differences in radiation sensitivity^39^. Further, results have shown that mouse strains may show upregulation of a gene while it is downregulated in a human after radiation injury, indicating a potential concern in using them to discover biomarkers^40^. We accept that while our p-values were low, the relative significance of any one gene was minimal when all time points (Day 3–21) were combined. Human cells from different donors have also shown heterogeneity in basal expression and response to radiation^41,42^, this likely represents heterogeneity in the general human population that cannot be ignored. Our work contributes to our theory that no one gene is enough to predict dose, survival or organ injury, rather a panel of genes is needed. Prior studies have used a single miRNA (mir-150) to predict radiation exposure^43^, but more accurate analysis (to predict dose, radiation type, etc.) would require multiple markers^16^.

In summary, our investigation offers crucial insights into the acute transcriptional responses of non-human primate’s post radiation exposure, particularly focusing on mRNA alterations within the initial 21 days following irradiation. By delineating dose-dependent expression patterns and their association with survival outcomes, we have provided valuable initial understandings of the immediate molecular mechanisms triggered by radiation exposure. Overall, our findings contribute valuable insights into the acute transcriptional responses to radiation exposure and sets the stage for further research aimed at improving our understanding of radiation biology and developing effective strategies for mitigating radiation-induced injuries. The identification of pivotal mRNA markers and pathways implicated in the immediate aftermath of radiation exposure sets a solid foundation for future inquiries into therapeutic strategies and biomarker development. Subsequent studies that expand upon our findings, including potential extensions to later time points or investigations into additional biological endpoints, are pivotal for advancing our comprehension of radiation biology and facilitating the development of targeted interventions to alleviate radiation-induced injuries.

## Materials and methods

### Animal selection

In this investigation, both male and female healthy adult Rhesus macaques (M. mulatta, Chinese sub-strain, *n* = 28) with weights ranging from 3.5 to 5 kg during the initial physical examination and ages between 3 and 5 years at the commencement of the study were utilized. The individual housing conditions adhered to the standards outlined in the Animal Welfare Act and recommendations provided in the Guide for the Care and Use of Laboratory Animals (National Research Council 2011). The animals were kept in a controlled environment, maintaining a temperature between 18 and 29 °C and a relative humidity between 30 and 70%. Their diet consisted of PMI LabDiet^®^ Fiber-Plus^®^ Monkey Diet 5049 biscuits, administered twice daily, with fasting before irradiation and examinations. Supplementary fruits, vegetables, and dietary supplements were incorporated throughout the study. Fresh drinking water was available ad libitum. Regular monitoring of both the diet and drinking water ensured the absence of contaminants that could influence the study outcomes. The study was conducted in a laboratory approved by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC), with approval from the Institutional Animal Care and Use Committee. SNBL USA possesses an Animal Welfare Assurance issued by the Office of Laboratory Animal Welfare (OLAW) and is registered with the United States Department of Agriculture. The research adheres to the guidelines of the Animal Welfare Act and the recommendations in the Guide for the Care and Use of Laboratory Animals (National Research Council 2011). Additionally, the study is reported in accordance with ARRIVE guidelines.

### Irradiation procedure

Animals were allocated to treatment groups using a stratified randomization scheme based on body weight. A 14-day quarantine and acclimation period in the study room preceded photon beam irradiation. The irradiation process was meticulously supervised by a Medical Physicist, with quality assurance conducted in the morning before the procedure. Utilizing a Varian CLINIC 21EX linear accelerator with a maximum of 6 MV, Group 1 consisted of three male and three female non-human primates (NHPs), while Group 2 included four males and four females. Group 1 received a total dose of 9.8 Gy, delivered to the thorax at a rate of 600 ± 10 cGy/min, and Group 2 received a total dose of 10.7 Gy at the same rate. These doses were designed to emulate LD20/180 and LD75/180, respectively. Radiation treatment planning involved thorax CT scans (200 kV potential, 110 mAs, 1.5 rotation time, 1.0 pitch level, B70s kernel, and 1.5 mm slice thickness) and Varian Eclipse TPS v13.6 software. Prior to irradiation, animals fasted for at least 12 h, and an antiemetic (Ondansetron HCl, 1.0 mg/kg) was administered between 15 and 90 min before the procedure. Anesthesia with ketamine/xylazine preceded transportation to the irradiator, where sedated animals were positioned supine, head to gantry, arms overhead, with the gantry at 180 degrees. Imaging verification ensured proper positioning, and the dose was administered with approximately 50% contribution from both anterior–posterior and posterior-anterior beams.

### Veterinary care in irradiated rhesus macaques

Throughout the study, vigilant veterinary care and analgesic management were integral components of the animal welfare protocol for irradiated Rhesus macaques. Cage-side clinical observations occurred twice daily, with a minimum 6-hour interval between assessments. Veterinary physical exams, conducted during acclimation and every 30 ± 3 days during sedation for CT scans, encompassed evaluations of body condition, hydration, capillary refill time, rectal temperature, heart rate, respiratory rate, and organ system function. Non-sedated measurements of pulse oximetry, rectal temperature, and respiratory rates were carried out twice weekly, once weekly, and every 3 days, respectively. All animals received oral tramadol (1–4 mg/kg) or buprenorphine (0.01 mg/kg) twice daily from post-irradiation Day 4 to Day 25. Tramadol was the primary medication, mixed with food or treats as needed. In cases of oral administration refusal for two consecutive treatments, animals were switched to buprenorphine for the remaining treatment period. Animals experiencing distress after tramadol or buprenorphine received 0.02 mg/kg of buprenorphine twice daily. Tachypnea indicative of pneumonitis (non-sedated respiratory rate ≥ 80 breaths per minute) triggered corticosteroid treatment. For the initial episode, dexamethasone was administered IM in a tapered regimen. A second episode within 7 days of stopping the first course received an alternate dexamethasone regimen. Animals completing two courses of corticosteroid treatment with an additional non-responsive tachypnea episode met euthanasia criteria. This stringent veterinary care protocol aimed to ensure the well-being and responsiveness of the macaques during and after irradiation.

Euthanasia decisions were substantiated through veterinary examinations, hinging on the presence of either a “single criterion” or a combination of two or more “combination criteria.” Singular criteria encompassed enduring pain or distress despite the administration of two consecutive increased doses of buprenorphine (0.02 mg/kg IM twice daily), immobility exceeding 15 min, respiratory distress characterized by labored breathing, open-mouth breathing, a respiratory rate exceeding 80 breaths per minute with unresponsiveness to treatment, uncontrolled hemorrhage from any orifice, or indications of severe dehydration, evidenced by skin tent time exceeding 3 s, sunken eyes, rapid and weak pulse, cold extremities, and/or a comatose state. Combination criteria included a weight loss surpassing 25% of baseline for two consecutive days, severe injury, hyperthermia (rectal temperature exceeding 41 °C), hypothermia (rectal temperature below 35 °C), or complete anorexia for 48 h.

Severity scores for lung and heart conditions were assessed during necropsy based on specific criteria. For the heart, severity scoring incorporated evidence of heart lesions, fibroplasia in the interstitium, myocardial degeneration, mononuclear cell infiltration, hemorrhaging, fibroplasia of epicardium, and fibrin deposition in the interstitium. In the case of the lungs, severity assessment involved evidence of fibroplasia in the interstitium, macrophage infiltration into alveolar bronchioles, fibroplasia in the pleura, edema in alveolar spaces, mononuclear cell infiltration in the interstitium, bronchiole hyperplasia, fibrin deposition in the alveolar space, hemorrhage in alveolar space, presence of mononucleated macrophages, and infiltration of mixed inflammatory cells.

### Blood collection procedure

Approximately 3.5 mL of blood was obtained from the peripheral vein of conscious animals. The site underwent disinfection using an alcohol swab, and a lancet was firmly pressed against the skin to lance it. The initial blood drop was wiped with an alcohol swab and then collected into an RNA protect Animal Blood Tubes (Cat # 76554). Subsequently, the samples were shipped to the National Cancer Institute (Bethesda, MD) on dry ice.

Blood samples were procured from each of the animals (*n* = 28) two days before irradiation as control, every three days post-irradiation for the initial 30 days, on days 40, 50, and 60, and approximately every 30 days until the euthanization of all surviving animals at day 270 post-irradiation. Animals displaying signs of severe acute radiation syndrome between scheduled blood collection points were euthanized, and a final sample was drawn. For animals manifesting severe acute radiation syndrome during scheduled collection intervals, they were slated for terminal necropsy, and a concluding blood sample was obtained. Number of animals included for each time point is included as a supplementary table (Supp table S1).

### RNA isolation

Total RNA was isolated using the RNeasy Protect Animal Blood Kit (QIAGEN) Cat # 73,224 from the whole blood without separating serum or plasma. Briefly, all blood cells are lysed in the RNA Protect Animal Blood tubes (QIAGEN) and RNA (intracellular and extracellular) was precipitated along with cell debris. The pellet was washed once with RNase free water. RNA isolation was subsequently performed from the pellet using the manufacturer’s protocol. Total RNA obtained was further purified and concentrated using the RNA Clean-up and Concentration kit (Cat # 61000, Norgen Biotek Corp., Thorold, Canada). Quality and quantity of the RNA samples were assessed using an Agilent Bioanalyzer with the RNA6000 Nano Lab Chip (Agilent Technologies; Santa Clara, CA). The RNA integrity numbers were consistent for all the samples and ranged from 8 to 9. Samples were sent for processing to Novogene.

### Novogene sequencing

Isolated RNA sample quality was assessed by Fragment Analyzer High Sensitivity RNA Assay (Agilent Technologies Inc., California, USA)] and quantified by Invitrogen BR RNA Qubit (ThermoFisher, Massachusetts, USA). Ribosomal RNA depletion was performed with Ribo-Zero Plus rRNA Removal Kit (Illumina Inc., California, USA). Subsequently, library was constructed by using Truseq Stranded Total RNA kit (Illumina, California, USA). Final libraries quantity was assessed by Qubit 2.0 (ThermoFisher, Massachusetts, USA) and quality was assessed by TapeStation HSD1000 ScreenTape (Agilent Technologies Inc., California, USA). Average final library size was about 400 bp with an insert size of about 250 bp. Illumina^®^ 8-nt dual-indices were used. Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina^®^ NovaSeq 6000 (Illumina, California, USA) with a read length configuration of 150 PE 40 M PE reads per sample (40 M in each direction).

### Data analysis

Methods of data analysis are shown in a schematic (Fig. 1). To assess the sequencing quality, FastQC was performed after adapter sequence trimming. After confirming all sequences passed the QC score of greater than 30, sequences were subjected to the pipeline as described in Fig. 1. In short, The FASTQ sequences were trimmed using CutAdapt v. 2.10 [10.14806/ej.17.1.200] with the following settings: “--nextseq-trim = 2 --trim-n -n 5 -O 5 -q 10,10 -m 15 -j 0” and aligned using STAR v. 2.7.6a [10.1093/bioinformatics/bts635] with parameters set as recommended by ENCODE3 consortium (https://www.encodeproject.org/pipelines/ENCPL444CYA/). Macaca mulatta (Rhesus monkey) genome assembly Mmul_10 (release date: Feb. 2019) with RefSeq annotation (accession number GCF_003339765.1) was used as a reference. Counting was performed with the help of Subread package v. 2.0.1 [10.1093/bioinformatics/btt656]. The count matrix was processed in R^44^ for further analysis.

Data was pre-processed by removing low noise level counts using default settings (keep read counts minimum value of 3 in atleast 80% of samples) and normalized by upper quartile method from edgeR package. The ability to measure gene expression on genome scale is a promising achievement in molecular biology. However, even with improved statistical methods many of the problems associated with microarray technologies such as unwanted sources of variability is still an issue. The guanine-cytosine content (GC-content) has a strong sample-specific effect on gene expression measurements that, if left uncorrected, leads to false positives in downstream results. We have tested both TMM and quantile normalization most commonly used methods for calculating normalization factors. We find that Quantile is the more robust of the two, as it normalizes for nonlinear effects as well as simple scaling. Conditional quantile normalization algorithm combines robust generalized regression to remove systematic bias introduced by deterministic features such as GC-content and quantile normalization to correct for global distortions^45^. Data is transformed into log2 scale for further analysis. Data quality was assessed before and after normalization. Differential gene expression was calculated by Student’s T-test followed by false discovery rate (FDR) estimation by Benjamini Hochberg method^46^. For Time course analysis, pairwise comparison with radiation treated and untreated control by T-test followed by Dunnett’s test^47^. Differences in male vs. female was calculated using same sex untreated control samples. For prediction of radiation sensitivity on dose, radiation and sex differences on survival, and pleural effusion data was processed first to select optimal features for a given comparison using Boruta algorithm in R^48^ followed by elastic net analysis^49^. The accuracy scores for each model were generated after 5-fold cross validation and represented with 95% upper and lower confidence interval limits. Basically, an accuracy that falls between 95% confidence interval indicate that the probability of prediction is correct 95 out of 100 times. The elastic net is a powerful machine learning algorithm that performs both variable selection and regularization simultaneously. It is a regularized regression technique that is used to deal with the problems of multicollinearity and overfitting, which are common in high-dimensional datasets. This algorithm works by adding a penalty term to the standard least-squares objective function making it more robust. Followed by elastic net, to address if individual treatment can be classified from pooled data and generate easy to visualize decision rules, we used predictive classification and regression trees (CART)^50^ from rpart (Recursive Partitioning And Regression Trees) package in R. The algorithm of decision tree models works by repeatedly partitioning the data into multiple sub-spaces, so that the outcome in each final sub-space is as homogeneous as possible. This approach is technically called recursive partitioning. The produced result consists of a set of rules used for predicting the categorical variable, for classification trees, and the decision rules generated by the CART predictive model are visualized as a binary tree. The data was split to training (< 21days) and test (> 21days) for model estimation and validation.

### Association of miRNA and Long noncoding RNA

To check potential lncRNA-mRNA-miRNA interactions, NcPath tool^51^ was employed. We downloaded experimentally verified lncRNA-mRNA and the interaction relationships of miRNAs and their target genes were downloaded from 8 distinct databases. We mapped significant mRNAs from our study to genes associated with lncRNA-mRNA and miRNA-mRNA lists and kept only experimentally validated targets.

### Enrichment and network analysis

Gene ontology enrichment analysis was performed on significant genes using clusterProfiler package in R^52^. Gene ratio is estimated (number of significant genes belonging to the pathway/ total number of genes in the pathway) for each cluster. Interaction networks using the Cytoscape 3.9.0 program (https://cytoscape.org/).

### Real time RT-PCR analysis of RNAs

200 nanograms RNA was reverse transcribed using High-Capacity cDNA Reverse Transcription Kit, Applied Biosystems (Cat # 4368814) according to the manufacturer’s protocol. qRT-PCR was performed using Applied Biosystems™ TaqMan™ Fast Advanced Master Mix for qPCR (Cat #4444557) for a select set of genes from Applied Biosystems. The following RNA primers were purchased from Thermofisher and were used (DCAF12 (Rh02869704_m1)), ACTG2 (Rh02800953_m1), LPL (Rh02930626_m1), DCUN1D1 (Rh02925260_mH), CXCL10 (C1QB (Rh00608019_m1), C15H9orf78 (Rh00535105_m1), JADE2 (Rh02869323_m1)). PCR reactions were performed in ABI QuantStudio. with GAPDH (Applied Biosystems, Rh 02621745) being used as the normalizing gene. Fold change values were calculated as previously reported from our lab^53^.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

Data will be available in the NCBI GEO database submission #GSE264593.

# Supplementary material for: Whole-blood RNA biomarkers for predicting survival in non-human primates following thoracic radiation
**Source:** Sci Rep. 2024 Oct 3;14:22957. doi: 10.1038/s41598-024-72975-y
**Supplement:** Supplementary file 1 — Supplementary Material 1

## Slide 1
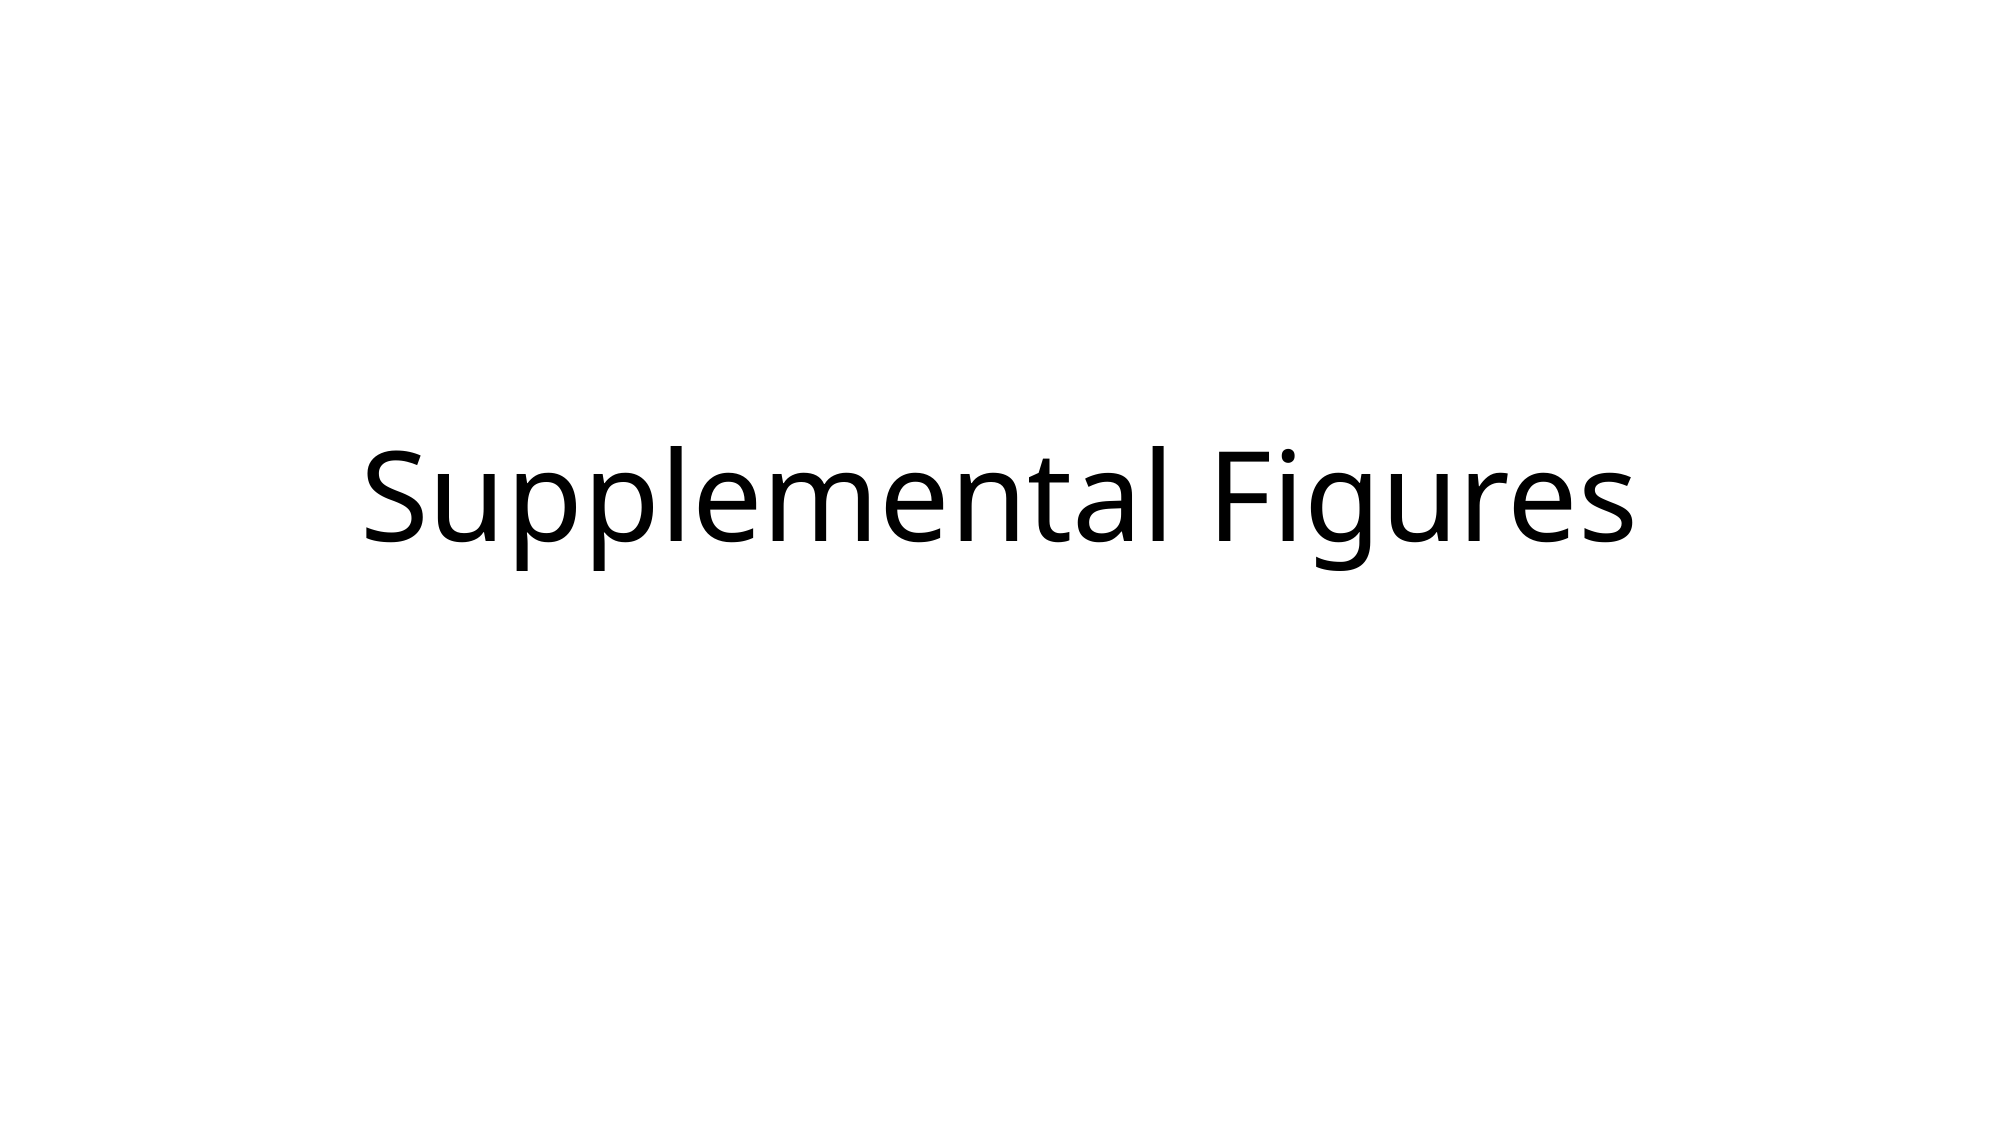

# Supplemental Figures

## Slide 2
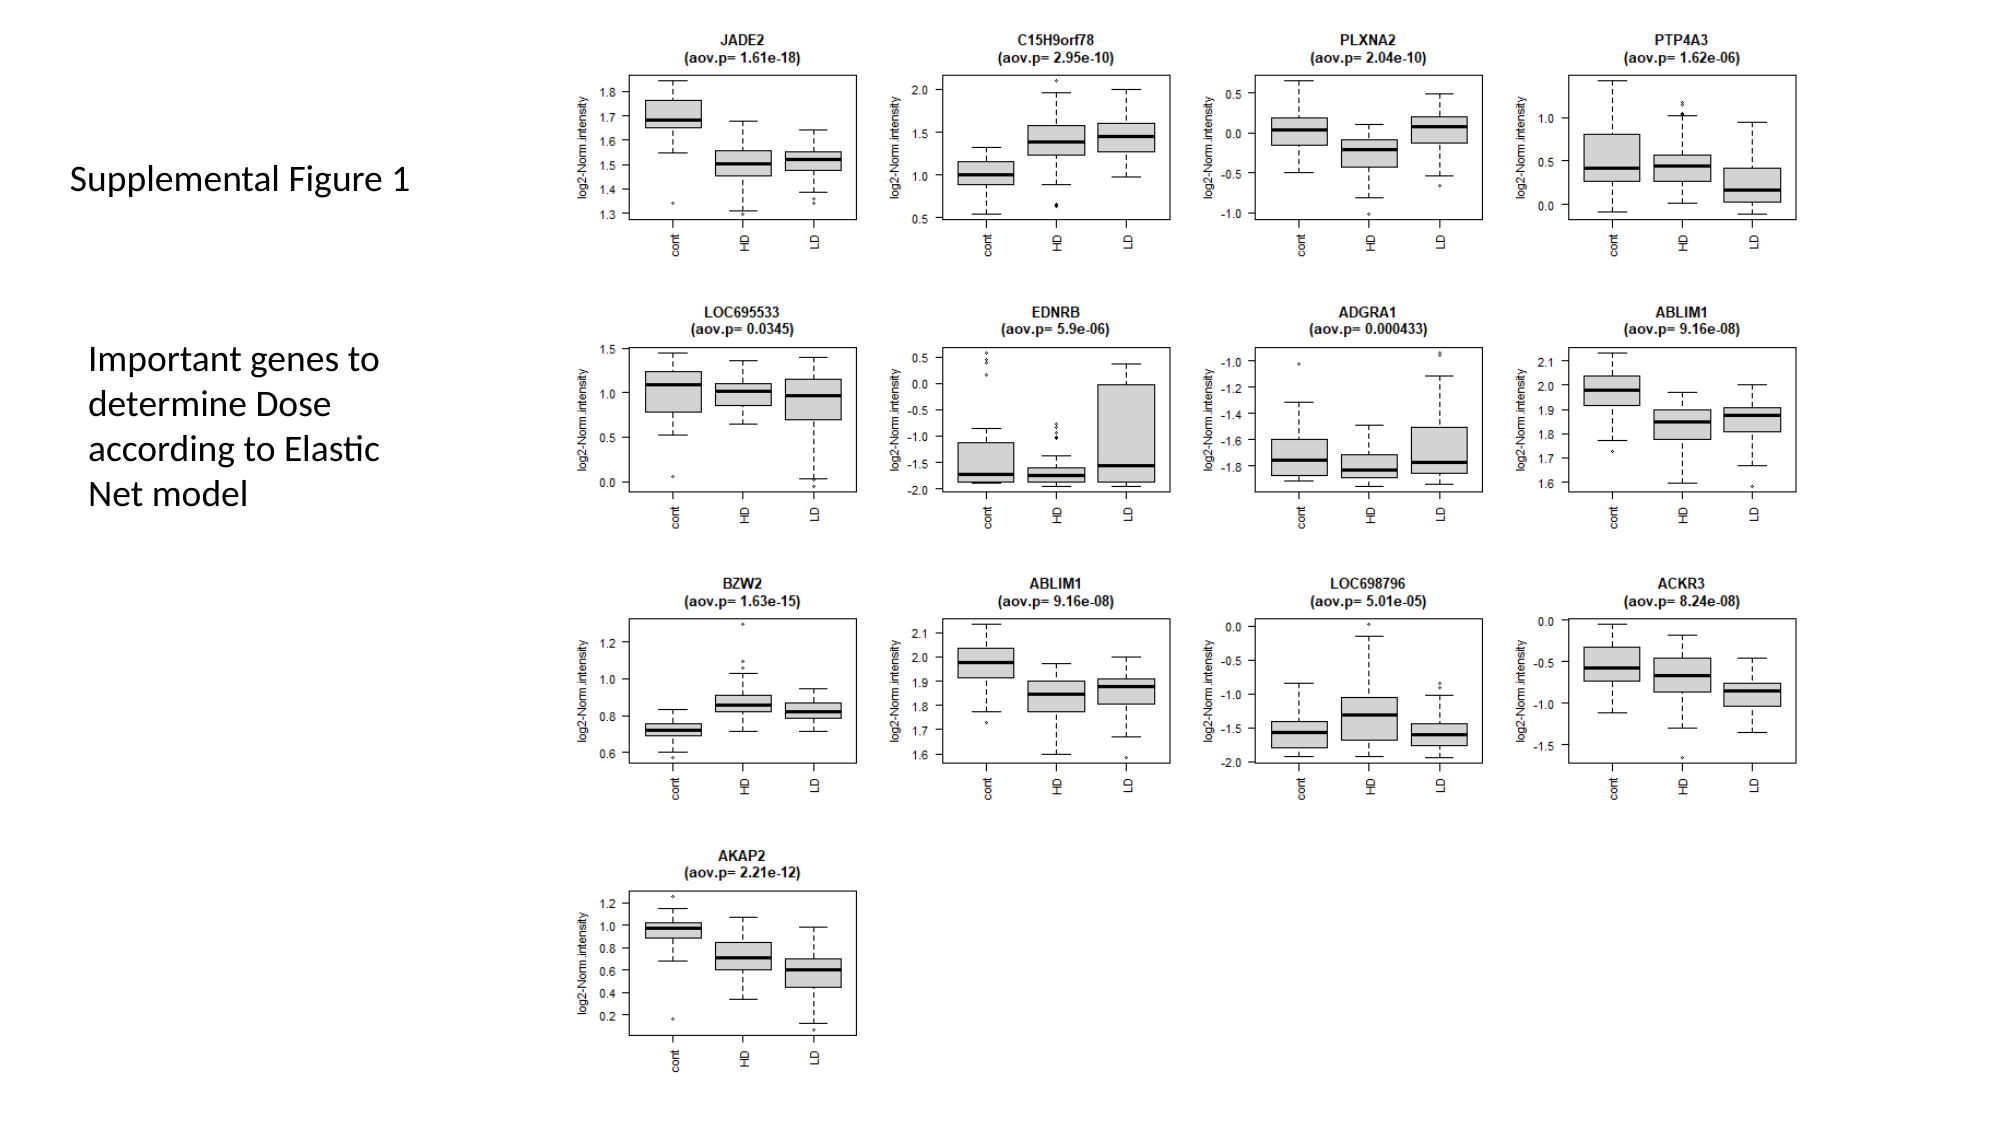

Supplemental Figure 1
Important genes to determine Dose according to Elastic Net model

## Slide 3
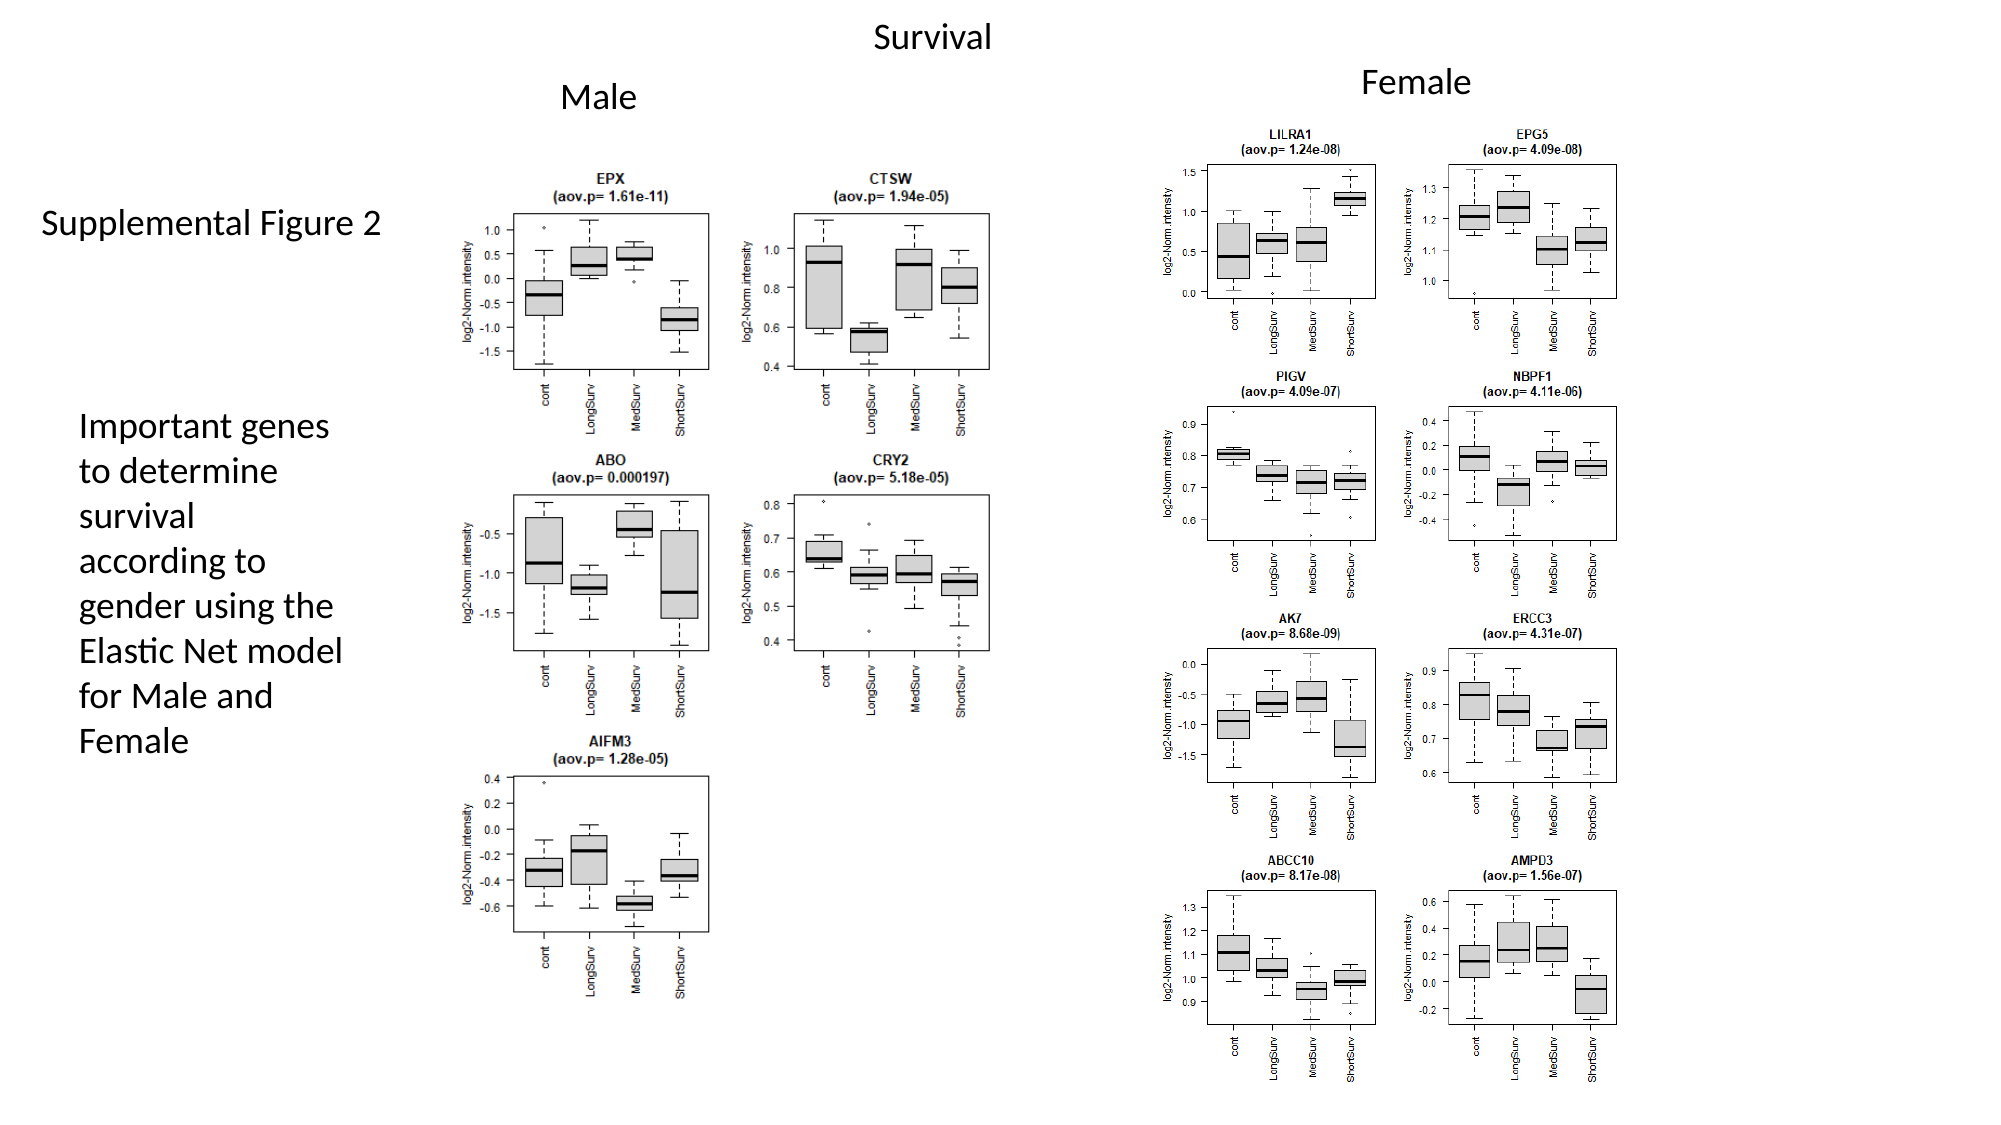

Survival
Female
Male
Supplemental Figure 2
Important genes to determine survival according to gender using the Elastic Net model for Male and Female

## Slide 4
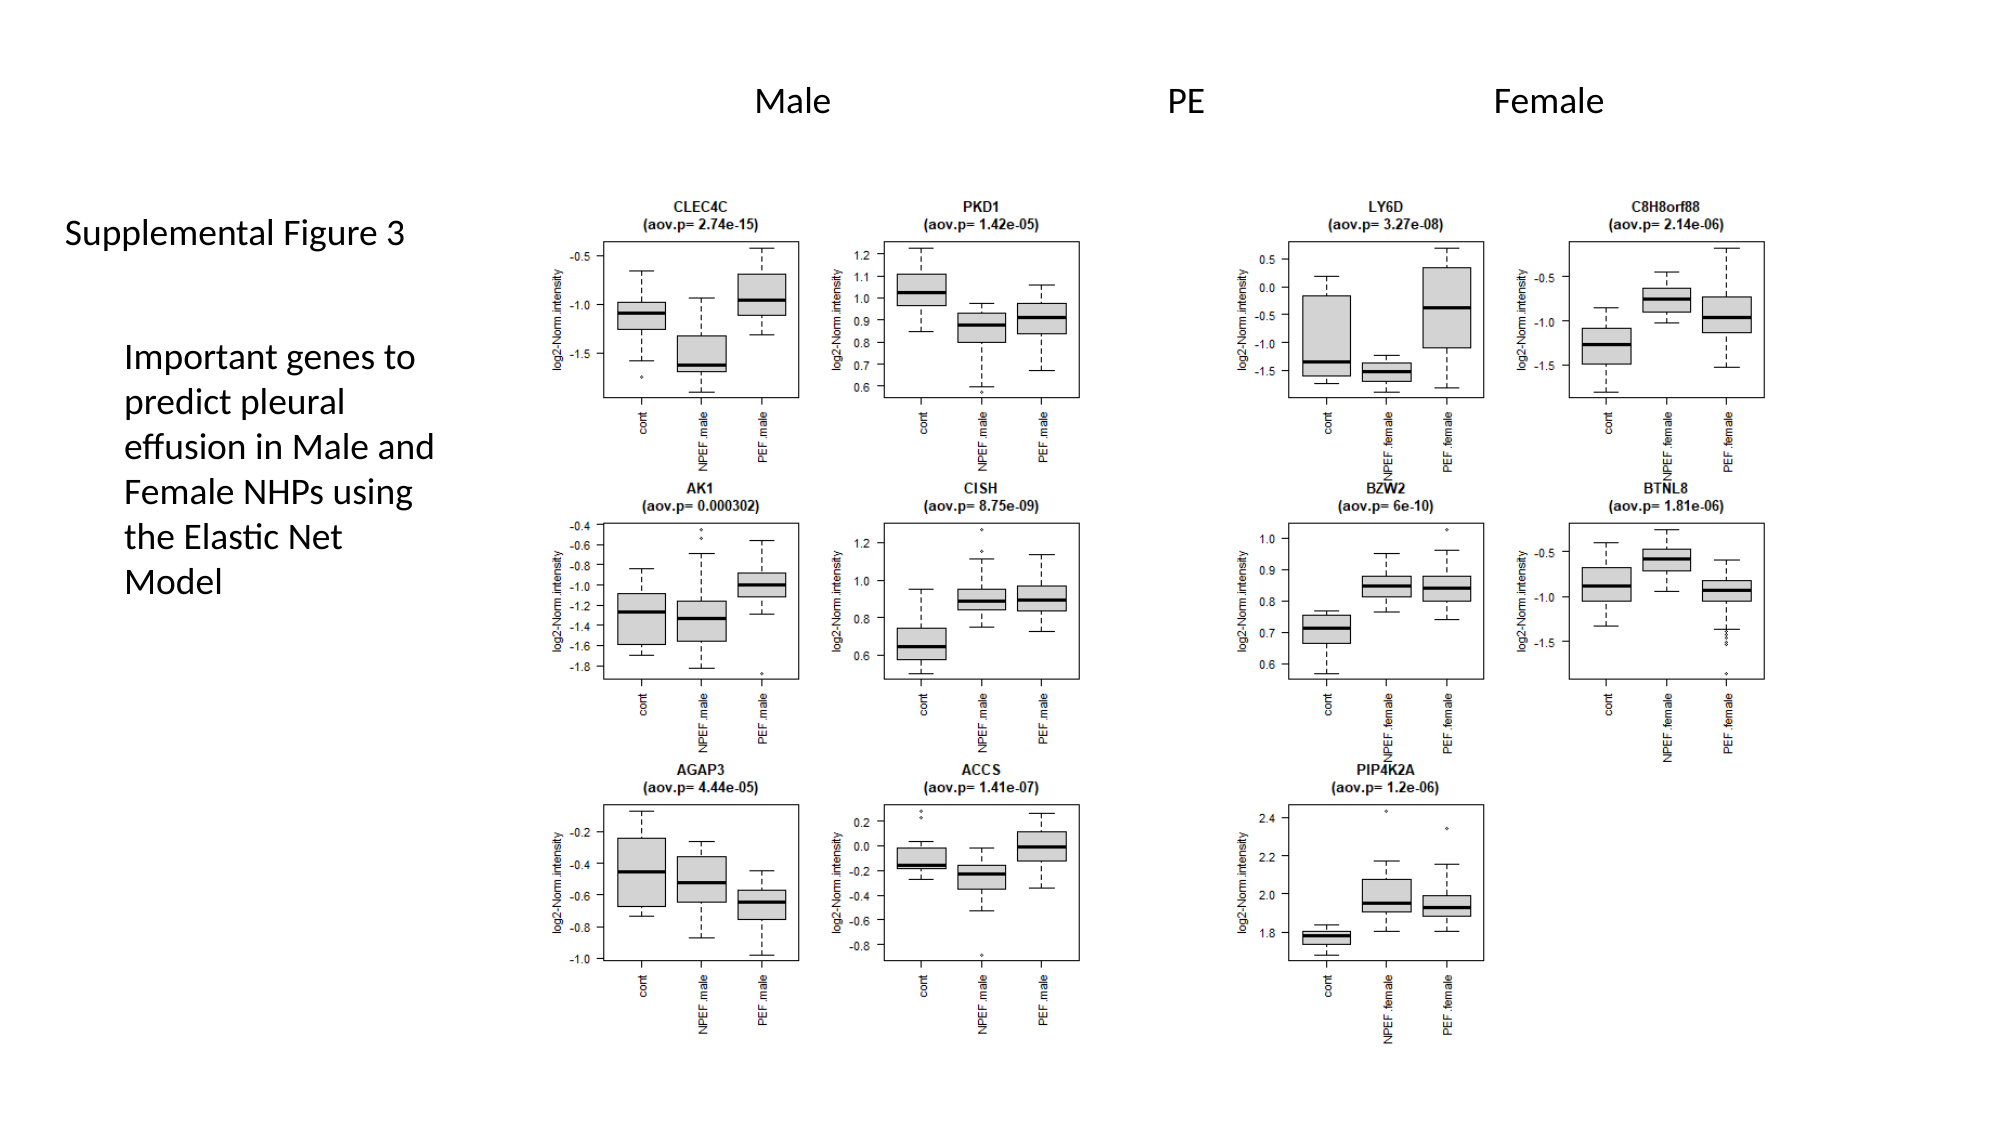

Male
PE
Female
Supplemental Figure 3
Important genes to predict pleural effusion in Male and Female NHPs using the Elastic Net Model

How the deposited data were processed for this re-analysis (not part of the article)

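Whole blood RNA of 28 rhesus macaques was sequenced by the authors from 304 samples, 24 drawn 2 days before irradiation of the upper thorax and the others on Day 3 to 270. The authors removed ribosomal RNA, trimmed the paired reads, aligned them with STAR to Mmul_10 and counted them on RefSeq genes with Subread. Their deposited count table holds whole counts of 21070 genes. The authors' second table holds log2 values of 16730 genes, and in each sample genes with 1 count value share 1 log2 value, so the table contains scaling by the upper quartile and no correction per gene. A count of 0 has the value -2.2356 in every sample. Whether the counting used the strand of the reads is not stated in the paper's text. Reads counted on genes ranged from 2840219 to 23638161 per sample (median 8227563), and the largest share of a sample taken by 1 gene was 10.9% (ALAS2). Genes such as MALAT1, NEAT1 and XIST were not analysed here, and pleural effusion was left out because the status of the animals was not at hand. The samples of the quantitative PCR were left out for the same reason, and Gene Ontology terms were replaced by lists written by hand.

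Genes with at least 3 counts in at least 80% of samples were tested (13751 genes). Counts were compared by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with upper quartile scaling, the animal as a block and Benjamini-Hochberg adjustment. The replicate block was left out as an alternative, which gave 552 genes in LD animals. The thresholds were an adjusted p of 0.05 and a fold change of 1.5. For time windows, sexes and doses the counts of an animal were summed. Log2 CPM used a prior count of 2, and standard errors were computed from the log2 fold change and its F statistic. Survival classes were compared on counts summed over Day 3 to 21, within each sex. Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. Separation of groups was tested with adonis2 of vegan 2.7.1, with 9999 permutations within animals. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, Matplotlib 3.10.9 and data.table 1.17.8 were used for tables and figures. The genes named were those the paper names in its trees, its quantitative PCR and its results text, the 3 largest changes past the threshold in the p53 target, B cell, erythroid and interferon lists, and, for each window, the 3 highest and 3 lowest named genes that moved the same way in at least 90% of animals. Genes in the paper's tables had been seen when this rule was written, and 1 gene that the rule names is not reported here.

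Models used a random forest test of genes against shuffled copies (ranger 0.17.0, 60 runs of 500 trees, p limit 0.01, at least 5 genes kept) and an elastic net (glmnet 4.1.10, mixing 0.1, 0.5 or 1, 5-fold cross-validation). The selection was written in 2 forms. The form written earlier (25 runs of 300 trees, genes with no hit after 7 runs left out) kept only the least number of genes, with an accuracy of 0.698 for dose. The form reported, which follows Boruta's tests more closely, was written after that accuracy had been seen, and it gave 0.826. The numbers of runs and trees and the mixing values were also set after the data were at hand. Models were tested with the same animals in training and test, as in the paper, and with whole animals left out in 7 groups.

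The alternatives tried were TMM scaling, DESeq2 1.42.0, other filters on low counts, no replicate block, every sample as a replicate, the deposited log2 values with limma, samples of the same library series only, library series as a covariate, and leaving out single animals. The limma fits to the deposited log2 values also left out the block. The fit with library series as a covariate took every draw as a replicate, with the animal as a block. The tests were tried on simulated data with 200 of the tested genes changed by a fold of 3. With 6 animals edgeR recovered 194 of them and DESeq2 192, and with 24 animals both recovered 200. The simulated dispersion was the same in every gene, so genes with more spread were not tried. Comparing splits of the samples used limma and 100 splits at most.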

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

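The tests by splits of the animals were chosen only after the results were seen, and the rule that reads the test for a mislabelled sample was rewritten after its value was seen. The sample of animal B1503 on Day 270 lay at a distance of 1.47 from its own control, and the other LD samples of that day at 0.404 to 0.712. Its gap to the nearest sample was 0.712 of the range, against a limit of 0.71, and 1 of 12 groups had such a sample, where chance gives about 1 in 20. Its total of 8270726 counts was near the group's median of 7259533. The sample of the same animal on Day 240 already lay at 1.29, with a score of neutrophil minus lymphocyte genes of 3.66, and HD animal B2502 rose alike (1.30 and 1.56, with scores of 2.71 and 2.99), which goes against a mislabelled sample on Day 270. A swap cannot be told apart from a change in the animal, since 0 outlying samples were closest to their own animal but only 65 of all 304 samples were. The sample was the animal's last draw, and its score was 4.84, against -2.29 to 0.82 in the others, so a shift in blood cells stays open as well.

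The change of the interferon response list differed between sexes, with an adjusted p of 0.0101 by camera and a median of 0.11 on the log2 scale, as females minus males. Its median was 0.71 in females and 0.54 in males. Fry gave 0.984, and 60 of 100 splits of the animals gave a p as small, so chance cannot be excluded.

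Between doses camera called 5 lists. The adjusted p was 3.73e-06 for interferon response (median difference 0.24, HD minus LD), 1.11e-06 for neutrophil (0.40), 8.6e-05 for myeloid activation (0.17), 0.00378 for complement (0.20) and 0.00378 for platelet genes (-0.24). None of them was called by fry (adjusted p 0.397 to 0.623). A p as small came from 25 splits for interferon response, 20 for myeloid activation, 8 for neutrophil and 40 for platelet genes, of 100 each, so chance cannot be excluded for these. For complement it came from 4 of 100 splits, which excludes chance for this list taken alone but not over 12 lists, and within the same library series its adjusted p was 0.501. HD animals were drawn on fewer late days, and this difference in days stays open.

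The p53 target list, which the paper does not discuss, was higher at early time points, with a median of 0.27 and 4 higher and 0 lower past the threshold (adjusted p 0.000336 by camera, 2.82e-10 by fry). A p as small came from 4 of 100 splits, which excludes chance for this list taken alone but not over 12 lists. EDA2R had 1.83, higher in 24 of 24 animals, GADD45A 0.83 (22 of 24) and RPS27L 0.72 (19 of 24). At medium and late time points the list was not called (0.62 and 0.826 by camera), and at late time points 5 higher and 3 lower were past the threshold, with the largest changes in PHLDA3 (-1.36), AEN (-1.10) and CDKN1A (0.97).

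Platelet genes were higher in all 3 windows, with medians of 0.59, 0.24 and 0.81 and adjusted p of 2.08e-06, 0.0184 and 1.38e-05 by camera, of which fry called the early (1.32e-05) and late (0.00123) ones. T cell genes were lower at medium (median -0.39, adjusted p 1.73e-05) and late time points (median -0.87, adjusted p 0.000152), and fry gave 3.25e-05 and 0.00179. Neutrophil genes were higher at medium (median 0.50, adjusted p 0.000792) and late time points (median 1.43, adjusted p 3.58e-07), and fry gave 0.0101 and 0.000309. Neither T cell (0.538) nor neutrophil genes (0.407) were called by camera at early time points. A p as small came from 18, 53 and 12 of 100 splits for platelet genes from early to late, 8 and 16 for T cell genes at medium and late and 35 and 1 for neutrophil genes at medium and late time points, so by camera's p chance is excluded for the late neutrophil change and not for the others, while fry, which draws on the animals, called all of these but the medium platelet change. The neutrophil and T cell lists define the score of the blood cell mix, so no separate test ties them to it, and none was made for platelet genes.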

How the results depend on the processing

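Among the tests below, the gene selection was chosen only after a result was seen, as its reported form replaced an earlier one once the accuracy of that one was known, and the cause of the changes below was not tested except where the setting itself leaves out animals or samples. Among counts of genes changed on a day, 125 values under the alternatives stayed within 1.5 times the reported count and 17 did not. For the other counts these numbers were 93 and 7, for survival classes 29 and 10. The 10 include the fits without B1003 and without B1004, each of which left 1 long term male. The separation of time windows kept its side of the threshold in 3 alternatives. The distances on Day 240 and Day 270, not past the threshold, stayed so in 4 alternatives each. Of these, the one within library series C had too few animals to pass it. TMM scaling and leaving out erythroid and globin genes moved almost nothing, so none of these 3 shows stability. Among single named genes 378 values kept their side of the threshold, 5 lost it and 1 passed it. No result past its threshold changed its direction, while the balance of late genes turned from 1919 higher and 2548 lower to 2270 and 1887 with TMM, 2434 and 1784 by DESeq2 and 2484 and 2188 without a filter, and the differences between doses of PTP4A3 and ABLIM1, near 0 and not called, turned sign without a filter.

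On Day 240 and Day 270, against 930 and 1 genes by edgeR, the counts were 2189 and 2344 by DESeq2, 3443 and 4438 in 1 fit with library series as a covariate, and 2938 and 3540 at an unadjusted p. Day 240 had 560 with the deposited log2 values, fitted without the block, and Day 270 had 3 with the filter of edgeR and 670 without a filter. Day 30 had 533 in the fit with library series, which took its spread from the draws of all days. In the 6 animals followed to Day 270, which are fewer than the animals of these days, the counts were 1.4e+02 (rounded to 2 digits) on Day 6, 549 on Day 9, 66 on Day 30, 15 on Day 60, 0 on Day 90, 2464 on Day 120 and 2363 on Day 150. With samples of the same library series as their control, 3989 genes changed on at least 1 day, in a fit possible on 7 of the 15 days and on none after Day 90. With the deposited log2 values, also fitted without the block, 551 genes changed in males and 511 in LD animals. Without the replicate block alone 552 changed in LD animals. The test of a difference called 18 genes between sexes and 48 between doses at an unadjusted p, and 1 between doses by DESeq2. Survival classes differed in 30 genes in males and 21 in females by DESeq2, in 870 and 615 at an unadjusted p, and in 2 in males with dose as a covariate. Leaving out 1 short or medium term male gave 0 to 1 genes, the highest without B2003. Leaving out B1003 or B1004 left 1 long term male, so no count is given for those fits. In females leaving out 1 animal gave 0 to 1 genes, the highest without B1504 or B2508.

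Gene lists kept their side of the threshold in 179 values, lost it in 41 and passed it in 3. Most losses came from camera with a correlation estimated from the data. Its adjusted p was 0.0738, 0.463 and 0.209 for B cell genes at early, medium and late time points, 0.203, 0.243 and 0.209 for myeloid activation, and 0.135, 0.633 and 0.324 for platelet genes. It was 0.0738 for cell cycle and 0.125 for interferon response at early time points. At medium and late time points it was 0.463 and 0.526 for erythroid, 0.463 and 0.511 for T cell and 0.473 and 0.249 for neutrophil genes, and 0.609 for interferon response at medium time points. For interferon response it was 0.205 in LD and 0.16 in HD animals and 0.981 for the difference between sexes. For differences between doses it was 0.534 for interferon response, 0.481 for myeloid activation, 0.233 for neutrophil, 0.233 for complement and 0.608 for platelet genes. By fry the adjusted p was 2.07e-05 for ossification at early time points and 0.049 for leukocyte migration at late time points, both past the threshold. By fry it was 0.0979 for platelet genes at medium and 0.0644 for erythroid genes at late time points, 0.984 for interferon response between sexes, and, between doses, 0.623 for interferon response, 0.623 for myeloid activation, 0.397 for neutrophil, 0.397 for complement and 0.623 for platelet genes. Without the replicate block it was 0.0507 for platelet genes at medium time points, and 0.0633 for complement and 0.08 for platelet genes between doses. With the same library series only it was 0.000129 for cell cycle and 0.711 for platelet genes at medium time points, 0.501 for interferon response and 0.501 for complement between doses, and 0.21 for interferon response between sexes.

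Of the model accuracies 51 values stayed within their interval or on their side of the threshold, 31 moved outside, 11 lost and 1 gained a binomial p past the threshold against the largest class, a test that counts repeated draws of 1 animal as independent. With whole animals left out, the accuracy for dose and for survival in all animals, males and females was 0.517, 0.326, 0.263 and 0.313, and without control samples in the test set 0.446, 0.230, 0.156 and 0.238. With 200 genes of the largest F statistic these were 0.587, 0.570, 0.513 and 0.656, and single day dose models had 0.343, 0.558 and 0.354 on Day 3, 9 and 15. The earlier form of the gene selection was written first, and the form reported was adopted after its dose accuracy of 0.698 had been seen. With it the accuracy for survival was 0.401 in all animals and 0.447 in males, against largest classes of 0.349 and 0.355 (exact binomial p = 0.0879 and 0.0612), and single day survival models had 0.179 on Day 15 and 0.167 on Day 21. With another random seed the accuracy was 0.721 for dose and 0.854 for survival in females, and single day models had 0.107 for dose on Day 3 and 0.157 and 0.159 for survival on Day 3 and 21. With the deposited log2 values it was 0.756 for dose and 0.837 for survival, and single day models had 0.409 for dose on Day 9 and 0.257, 0.214 and 0.134 for survival on Day 6, 9 and 21. With the animal last drawn on Day 90 as short term, males had 0.684. On the test set of the pooled model the dose model of Day 15 had 0.297. Without control samples in the test set, single day models for Day 3, 6, 9, 15 and 21 had 0.0664, 0.187, 0.286, 0.160 and 0.238 for dose and 0.0273, 0.0913, 0.206, 0.191 and 0.163 for survival. Depth did not limit the late count, as 4360 genes changed after Day 90 with every total thinned to 4869123.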

Differences from the paper's values

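Among the tests below, the reported form of the gene selection and its settings were chosen only after the dose accuracy of an earlier form had been seen. The paper shows about 490 genes at medium time points in Fig. 1C, read by eye, and 791 changed here. Of the alternatives set before the data were examined, the deposited log2 values (657) and every sample as a replicate (717) come within 1.5 times the paper's count, and the others (788 to 1181) do not. The paper gives 132 altered categories in females, 56 in males, 96 in higher dose and 37 in lower dose samples, which its legend describes as numbers of genes. The numbers of changed genes here were 1136, 928, 1193 and 917. Under all alternatives set before the data were examined they stayed apart from the paper's, at 803 to 1382 in females, 551 to 1192 in males, 958 to 1534 at the higher and 511 to 1118 at the lower dose. If the paper's numbers count categories, they measure another quantity.

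For single days the paper's accuracy for dose was 0.29 on Day 3 and 0.4 on Day 6, against 0.146 and 0.257 here, and for survival on Day 6 it was 0.32 against 0.170. Of the alternatives set before the data were examined, 200 genes of the largest F statistic come within 1.5 times the paper's value for dose on Day 3 (0.343), none does for dose on Day 6, and the deposited log2 values do for survival on Day 6 (0.257). The paper gives a depth of 40 M paired reads sequenced per sample, and the median of reads counted on genes was 8.23 M, which is a different quantity.

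The paper describes Day 240 and Day 270 as the days in starkest contrast to control. By edgeR 930 and 1 genes changed on these days (6 animals), against 4368 on Day 120 (12 animals) and 2464 on Day 120 in the same 6 animals, and by DESeq2 2189 and 2344. In 1 fit with library series as a covariate 3443 and 4438 genes changed, against 4962 on Day 120. That fit took its spread from the draws of all days, with each draw as a replicate. In the same 6 animals the mean distance from control was 0.91 on Day 270 and 1.06 on Day 150, where 1 sample, of B1502, lay at 1.97, so the data do not rank these days. The paper lists ossification at medium and late time points, and the list for it was not called there (0.587 and 0.492 by camera), while fry called it at early time points (2.07e-05). The paper lists migration of leukocytes in lower dose samples, and the list for it was not called there (0.24 by camera, 0.176 by fry), while fry called it at late time points (0.049). Camera and fry look for a shift of a list in a common direction. They do not measure the enrichment among significant genes that the paper reports. The paper states that unirradiated samples separated from all irradiated ones, from a principal component analysis among groups. Control took 1.91% of the variation over all tested genes, with the smallest permutation p, which is a different measure. The paper's fraction of surviving higher dose females has a smaller total than the 8 animals drawn here, of which 1 was drawn on Day 270. The paper states that all animals survived until Day 46 and that in 3 of the 4 groups no death was observed until after Day 90, while 4 animals were last drawn on Day 30 or 40 and 4 HD females by Day 77, so the last draw gives an earlier end than the paper's text.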

Other observations

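The tests by splits of the samples, of hemoglobin and erythroid genes and of Day 120 to 210 by library series and of a few genes with many counts were chosen only after those results were seen, and the rule that reads the test of library series at medium time points was rewritten after its value was seen. Splits of the samples were compared by limma, counting the real one. Each of Day 3, 6, 9, 15, 21, 30, 40, 60, 90, 120 and 150, the genes changed on at least 1 day, the 3 windows, both sexes and both doses had as many genes in 1 of 100 splits, and Day 180 and 210 in 1 of 32, so chance can be excluded. For Day 240 and 270, where limma called 0 and 0 genes, it was 32 of 32, and for the differences between sexes and doses and the survival classes, where limma also called 0 genes, it was 100 of 100, an outcome that a count of 0 fixes. At an unadjusted p the survival classes had as many genes in 27 splits of males and 53 of females, so chance cannot be excluded. Among unirradiated HD controls, series C against A gave as many genes in 2 of 100 splits, so the series differ by more than chance. For gene lists a p as small came from 1, 13 and 1 of 100 splits for B cell genes from early to late, 1, 20 and 52 for erythroid genes and 39, 4 and 1 for myeloid activation. It came from 10 and 36 splits for interferon response at early and medium time points, 19 in LD and 12 in HD animals, and from 5 for cell cycle and 1 for complement genes at early time points. By camera's p chance is excluded for B cell genes at early and late, erythroid and complement genes at early, myeloid activation at late and, taken alone, at medium time points. The other lists keep weight from fry, which draws on the animals and gave 2.43e-06 for interferon response and 7.27e-08 for cell cycle at early and 0.00329 for erythroid genes at medium time points, with 17, 11 and 13 genes higher past the threshold, but not the erythroid genes at late time points (0.0644).

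Models placed samples after Day 21 above the largest class only when the same animals were in training. Identity of the animal is a possible explanation, since with whole animals left out the accuracy without control samples was 0.4459 for dose and 0.2297 for survival in all animals, below the largest classes. In a faster form of the model, with survival or dose labels permuted between animals, accuracies as high as the real one came from 59, 58, 58 and 29 of 60 labellings for dose and survival in all animals, males and females. The real accuracy of that form was low (0.4932 for dose), and leaving out animals also trains on fewer animals, which stays open.

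The larger number of genes after Day 90 was weighed against technical explanations. With every total thinned to 1 depth 4360 genes changed, against 4467, and with trends on GC content and gene length removed 4208 changed by limma, against 4912, which argues against both as the whole cause. Across genes, which are not independent replicates, the change in LD animals had a correlation of -0.012 with the difference between series C and A among HD controls, as large in size in 90 of 100 splits of those controls. In B2504, the 1 animal in 1 series throughout, 92.2% of the genes called in the other animals moved the same way. Its only sample after Day 90 was 1 library on Day 94, its last draw. A shift in the mix of neutrophils and lymphocytes may be a source. The slope of each gene on a score of neutrophil minus B and T cell genes, among 20 unirradiated controls and over 13528 genes outside every list, had a correlation across genes of 0.691 with the late change, as large in 1 of 100 permuted scores with the real one counted. Its value was 0.228 at early time points (44 as large) and at medium time points 0.483 (2 as large). The score was -1.81 ± 0.90 in control and 1.21 ± 1.20 in late samples (SD over animals). This is a hypothesis noticed in the same data, and cell counts and drugs given to the animals were not tested.

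Library series could explain the changes at medium time points only if animals that stayed in 1 series changed less, and the 4 such animals had 1181 changed genes, against 761 in the others. Draws of 4 of the other animals gave a median of 5.5 genes (range 0 to 2070, 20 draws), which includes that count. The 4 animals of 1 series had also all received the higher dose, so this comparison cannot decide whether library series plays a part. The counts did not rise from early to medium time points (1036 and 791 genes), so the larger number of changed genes held only after Day 90.

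The 20 largest genes took 9.70% of the counts on Day 270 in the 6 animals and 6.45% in control. On Day 15 they took 10.3%, and no animal lay further than 0.6607 from control, against means of 0.85 and 0.91 on Day 240 and 270, which argues against this share as the whole cause of the distance. Within library series C the increase on Day 270 was 0.2108 against Day 30, in 5 animals, too few to pass the threshold, so series and time cannot be told apart for Day 240 and 270. Day 120 to 210 exceeded Day 30 to 90, after the change from series A, in 6 of 6 animals, but within series C alone in 5 of 6, by 0.1734 (exact permutation p = 0.0625), so the change from series A is not the whole of that increase and a difference between series B and C stays open.

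Erythroid genes were higher at early time points also in samples of the same library series as their control (adjusted p 7.98e-22 by camera), which argues against library series as the cause. The share of HBB, with HBA1 where counted, followed the series. Its median was 0.0018% in control samples of series C and 0.0128% in those of series A. The decrease of HBB at late time points may therefore come from the series.

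Of the genes measured by quantitative PCR in the paper, the RNA-seq log2 fold changes at early, medium and late time points were 1.44, 0.82 and 1.09 for DCAF12, 1.56, 0.78 and 0.69 for LPL, 1.19, 0.73 and 0.92 for DCUN1D1, and 1.87, 0.08 and 0.28 for C1QB. ACTG2 and CXCL10 had too few counts to be tested. Without the replicate block C15H9orf78 had 0.74 at medium time points and passed the threshold, against 0.21 with it. In LD animals the block changed the number of genes from 552 to 917.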
